# Comparative expression profiling of *E. coli *and *S. aureus *inoculated primary mammary gland cells sampled from cows with different genetic predispositions for somatic cell score

**DOI:** 10.1186/1297-9686-43-24

**Published:** 2011-06-24

**Authors:** Bodo Brand, Anja Hartmann, Dirk Repsilber, Bettina Griesbeck-Zilch, Olga Wellnitz, Christa Kühn, Siriluck Ponsuksili, Heinrich HD Meyer, Manfred Schwerin

## Abstract

**Background:**

During the past ten years many quantitative trait loci (QTL) affecting mastitis incidence and mastitis related traits like somatic cell score (SCS) were identified in cattle. However, little is known about the molecular architecture of QTL affecting mastitis susceptibility and the underlying physiological mechanisms and genes causing mastitis susceptibility. Here, a genome-wide expression analysis was conducted to analyze molecular mechanisms of mastitis susceptibility that are affected by a specific QTL for SCS on *Bos taurus *autosome 18 (BTA18). Thereby, some first insights were sought into the genetically determined mechanisms of mammary gland epithelial cells influencing the course of infection.

**Methods:**

Primary bovine mammary gland epithelial cells (pbMEC) were sampled from the udder parenchyma of cows selected for high and low mastitis susceptibility by applying a marker-assisted selection strategy considering QTL and molecular marker information of a confirmed QTL for SCS in the telomeric region of BTA18. The cells were cultured and subsequently inoculated with heat-inactivated mastitis pathogens *Escherichia coli *and *Staphylococcus aureus*, respectively. After 1, 6 and 24 h, the cells were harvested and analyzed using the microarray expression chip technology to identify differences in mRNA expression profiles attributed to genetic predisposition, inoculation and cell culture.

**Results:**

Comparative analysis of co-expression profiles clearly showed a faster and stronger response after pathogen challenge in pbMEC from less susceptible animals that inherited the favorable QTL allele 'Q' than in pbMEC from more susceptible animals that inherited the unfavorable QTL allele 'q'. Furthermore, the results highlighted *RELB *as a functional and positional candidate gene and related non-canonical Nf-kappaB signaling as a functional mechanism affected by the QTL. However, in both groups, inoculation resulted in up-regulation of genes associated with the Ingenuity pathways 'dendritic cell maturation' and 'acute phase response signaling', whereas cell culture affected biological processes involved in 'cellular development'.

**Conclusions:**

The results indicate that the complex expression profiling of pathogen challenged pbMEC sampled from cows inheriting alternative QTL alleles is suitable to study genetically determined molecular mechanisms of mastitis susceptibility in mammary epithelial cells *in vitro *and to highlight the most likely functional pathways and candidate genes underlying the QTL effect.

## Background

Mastitis or the inflammation of the mammary gland has the highest economical impact of all productive diseases in dairy cattle [1]. In addition to the economical losses in milk production, the negative effects on animal welfare as well as food-born pathogens that can cause potential damage to human health are the main reasons for intensive research on this topic during the last decades [2]. So far, many studies have identified genomic regions harboring quantitative trait loci (QTL) affecting clinical mastitis or mastitis-related traits [3,4]. The number of studies investigating molecular mechanisms of immune response to different mastitis pathogens *in vivo *and *in vitro *in cattle is also increasing [5-10]. However, the link between QTL, causal mutations affecting the phenotypic variation in mastitis susceptibility and how these mutations alter or affect molecular mechanisms is still lacking for most QTL. So far, only a few studies have investigated molecular mechanisms affected by a QTL for udder health or related traits [11].

In a first study [12], we demonstrated the suitability of an *in vitro *test system to investigate the transcriptome of primary mammary epithelial cells. In the present study, we conducted a genome-wide expression analysis to analyze the molecular mechanisms of mastitis susceptibility in cattle that are affected by a specific QTL on *Bos taurus *autosome 18 (BTA18). Several reports have shown that BTA18 harbors QTL affecting clinical mastitis or mastitis-related traits like the somatic cell score (SCS) in the German Holstein [13-17] and other cattle populations [18-21]. SCS, a phenotypic measure of the number of somatic cells in milk, is often used as a surrogate trait for udder health and has a strong genetic correlation to mastitis in the German Holstein population (r_g _= 0.84; [22]). One of the best confirmed QTL affecting SCS in the German Holstein population is located at the telomeric end of BTA18 (hereinafter referred to as SCS-BTA18-QTL) [13,16,17]. Within this region, QTL affecting udder conformation traits like fore udder attachment and udder depth have also been reported [23,24], traits that are known to have a substantial impact on udder health [25]. Thus, the specific functional background underlying the SCS-BTA18-QTL could not be unambiguously inferred, because aside from mechanisms of immune defense, udder conformation might also contribute to the genetic variability of mastitis susceptibility. Additionally, the chromosomal region enclosing the QTL confidence interval is characterized by a high gene density [26]. Thus, the aim of the present study was to obtain insights into the physiological mechanisms underlying phenotypic variation in mastitis susceptibility, which might help identify molecular pathways and genes affecting mastitis susceptibility due to the SCS-BTA18-QTL using a combined approach of holistic gene expression profiling of primary bovine mammary gland epithelial cells (pbMEC) sampled from heifers that inherited alternative QTL alleles. In a previous study, prepartum primiparous heifers with a genetic predisposition for low or high SCS after parturition [27] were selected using the molecular marker information known for BTA18. Quantitative Real-Time-PCR (qRT-PCR) was used to specifically investigate the mRNA expression profiles of 10 innate immune system key molecules after bacterial challenge of pbMEC [12]. The first results showed that the less susceptible animals that inherited the favorable SCS-BTA18-QTL allele 'Q' (referred to as SCS-BTA18-Q animals) had a significantly elevated mRNA expression of innate immune response genes like *TLR2, TNF-α, IL-1β, IL-6 *and *IL-8 *24 h after bacterial challenge in comparison to the more susceptible animals that inherited the unfavorable SCS-BTA18-QTL allele 'q' (referred to as SCS-BTA18-q animals). In the current study, we expanded the analysis to a holistic transcriptome analysis using the Affymetrix GeneChip Bovine Genome Array to characterize global differences in gene expression in response to pathogen challenge in pbMEC sampled from SCS-BTA18-Q and SCS-BTA18-q animals. By analyzing the respective expression data using the short time-series expression miner STEM [28,29], co-expression profiles and significantly affected Ingenuity canonical pathways were identified providing first insights into genetically determined molecular mechanisms affecting mastitis susceptibility due to the SCS-BTA18-QTL.

## Methods

### Selection of animals

Heifers with either high or low susceptibility to mastitis were selected from the entire German Holstein population comprising heifers born between February and September 2003, that were sired for first parturition in a time interval of six weeks between December 2004 and February 2005. The detailed selection strategy and phenotypes of selected heifers are described by Kühn et al. [27]. In brief, three sires were selected from the German Holstein population based on the discrepancy of their marker-assisted best linear unbiased prediction (MA-BLUP) breeding values for SCS for their alternative haplotypes in the telomeric region of BTA18. Daughters of the three sires and their dams were genotyped at five marker loci (BM7109, ILSTS002, BMS2639, BM2078, TGLA227) within the telomeric region of BTA18 as described in Xu et al. [17]. The most likely paternally inherited marker haplotypes and thus, indirectly, the inherited paternal QTL alleles were inferred, and eleven heifers were selected from the pool of daughters. Six heifers (three heifers of sire 1, two heifers of sire 2, one heifer of sire 3) were assumed to have inherited the paternal chromosomal region decreasing SCS (SCS-BTA18-Q) and five heifers (three heifers of sire 1 and one heifer of each sire 2 and sire 3, respectively) were assumed to have inherited the paternal chromosomal region increasing SCS (SCS-BTA18-q). Dams and dam sires of the heifers were preselected for high (low susceptible heifers) and low relative estimated breeding values (high susceptible heifers) to increase the probability that the heifers inherited also the corresponding SCS-BTA18-QTL allele from the dams.

All 11 heifers were born and raised on different ordinary dairy farms. The heifers were collected at the Leibniz Institute for Farm Animal Biology Dummerstorf (FBN), in August 2005 at least 12 weeks prior to calving. They were kept in a free stall barn in one group under identical environmental conditions regarding housing, feeding and milking regime. The husbandry conditions were in accordance with national guidelines for animal experiments and standard dairy farm practice without any intervention in the living animal. The experimental approach was approved by an institutional committee. All individuals were slaughtered according to protocols for certified European slaughterhouses under the federal control of an independent veterinarian. The somatic cell count of the experimental and non-experimental cows in the dairy herd at the FBN was routinely below 100,000 cells/mL indicating a high management level of udder health. At day 42 postpartum, the individuals were slaughtered and a post mortem investigation of the udder and the carcass was performed. All heifers had no clinical mastitis and milk samples did not give indication of bacterial infection at slaughter.

### Primary cell culture of mammary epithelial cells

Primary cell cultures from the mammary gland epithelium were established as described by Griesbeck-Zilich et al. [12]. Immediately after slaughter of the selected heifers, two samples were taken aseptically from the parenchyma of the left rear quarter of the udder. The samples were transferred into Hank's balanced salt solution supplemented with antibiotics (HBSS; Sigma-Aldrich, Munich, Germany), and the tissue was minced and blood as well as milk residues were flushed away. Thereafter, the cells were transferred to a digestion mix of 200 mL HBSS supplemented with antibiotics, 0.5 mg/mL collagenase IA, 0.4 mg/mL DNase type I and 0.5 mg/mL hyaluronidase (enzymes from Sigma-Aldrich, Munich, Germany). After incubation, the cells were separated from connective tissue and non-epithelial cell conglomerates by filtration and centrifugation. Cells were then resuspended in Dulbecco's modified Eagle's medium nutrient mixture F-12 Ham (DMEM/F12, Sigma-Aldrich, Munich, Germany) containing 10% FBS and 10 μl/mL ITS (0.5 mg/ml bovine insulin, 0.5 mg/mL apo-transferrin, 0.5 μg/mL sodium selenite; Sigma-Aldrich, Munich, Germany). The cells were incubated for 40 min (37°C, 5% CO_2_, and 90% humidity) until the fibroblasts had attached and epithelial cells could be isolated by decanting. The cells were cryopreserved at -80°C in 1 mL freezing medium containing DMEM/F12, 20% FBS, and 10% DMSO. In order to verify the epithelial origin of the cells, an immunocytochemical staining of cytoceratins characterizing this cell type was conducted randomly as described [30]. The predominant cell type was represented by epithelial cells (approximately 90 to 95%).

### Treatment of epithelial cells with mastitis pathogens

Pathogen challenge and cell culture were performed essentially as described by Griesbeck-Zilch et al. [12]. Heat-inactivated *S. aureus *M60 and *E. coli *isolates derived from bovine milk samples of mastitis affected udders were used for inoculation [31]. Epithelial cells were thawed and cultured (37°C, 5% CO_2_, and 90% humidity) in DMEM/F12 medium for two further passages. For pathogen challenge, they were seeded in three six-well tissue culture plates (Greiner bio-one, Frickenhausen, Germany), one plate for each animal and each time point (1, 6 and 24 h), at a concentration of 300,000 cells/well. Two wells in each plate were prepared for control and one for each *S. aureus *and *E. coli *treatment. At a confluence of about 70% on the second day after seeding, the medium was refreshed. According to Wellnitz et al. [31], 100 μL of bacterial-solution representing a multiplicity of infection of 10, was added. 100 μL PBS were used as control treatment for the un-inoculated control cells.

### RNA extraction and microarray hybridization

Cells were harvested 1, 6, and 24 h after pathogen challenge, and total RNA was extracted with the TriFast reagent as described in the manufacturer's protocol (PEQLAB Biotechnology GmbH, Erlangen, Germany). After DNaseI treatment, RNA was removed using the RNeasy Kit (Qiagen, Hilden, Germany). RNA was quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop, PEQLAB Biotechnology GmbH, Erlangen, Germany) and its integrity was checked by running 1 μg of RNA on a 1% agarose gel. Comparative expression profiling was performed using the GeneChip Bovine Genome Arrays (Affymetrix, St. Clara, USA) comprising 24,072 probe sets representing approximately 19,000 UniGene clusters. According to the recommendations for microarray hybridization (Affymetrix, St. Clara, USA), antisense biotinylated RNA was prepared with 2 μg of total RNA using the GeneChip 3'IVT Express kit (Affymetrix, St. Clara, USA). After hybridization, arrays were scanned using the GeneChip scanner 3000 (Affymetrix, St. Clara, USA). The quality of hybridization was assessed in all samples following the manufacturer's recommendations using Affymetrix Expression Console version 1.1 (Affymetrix, St. Clara, USA). Additionally, the R-statistical language (distribution 2.9.2) and the affy (version 1.22.1) and affyPlm (version 1.20.0) packages from the Bioconductor microarray suit [32] were used for supplemental quality control. A complete list of all arrays included in the analyses is given in Table 1. After quality control, nine chips of the SCS-BTA18-q group and two chips of the SCS-BTA18-Q group were removed, because of higher centered and larger spread boxes in NUSE (Normalized Unscaled Standard Error) plots and an elevated RNA degradation indicated by the 5' to 3' ratio of GAPDH-RNA. Due to lack of biological material, these chips could not be repeated. The microarray data are deposited at Gene Expression Omnibus database [33] (GEO: GSE24560).

**Table 1:** Summary of microarrays included in the analysis

SCS-BTA18-QTL allele	Control			*E. coli*			*S. aureus*		
	**1 h**	**6 h**	**24 h**	**1 h**	**6 h**	**24 h**	**1 h**	**6 h**	**24 h**

Q	6	5	6	6	6	5	6	6	6
q	3	3	4	5	5	4	4	4	4

Number of microarrays passing the quality control for each time point, each treatment (*E. coli, S. aureus *and control treatment) and each of the inherited SCS-BTA18-QTL alleles (SCS-BTA18-Q, SCS-BTA18-q).

### Microarray preprocessing

The R statistical language (distribution 2.9.2) was used for data preprocessing. Microarray raw data were preprocessed using the RMA algorithm [34] for background correction, normalization by quantile normalization and summary measures by median polish. The data were filtered for absent genes by applying the MAS5 algorithm implemented in the Bioconductor affy package (version 1.22.1) for detection of present calls. Thereafter, Affymetrix control probe sets were removed from the datasets. Annotations of the Affymetrix identifiers to human gene symbols are based on Hintermair [35] supplemented with additional information obtained from the NetAffx annotation provided by Affymetrix.

### Statistical analysis and bioinformatics

After preprocessing of the microarray raw data, the BioConductor package Limma (version 2.18.3) [36] was used to identify differentially expressed genes. Limma applies an empirical Bayes approach based on linear models to assess the probability of differentially expressed genes. In this study, a three factorial design considering genotype, treatment and time point as factors was analyzed. A variety of tests was performed to confirm the effects of the QTL allele on cell culture and inoculation and to survey the consistency between analyses that could have been affected by the low number of chips within and the difference in the number of chips between groups. Analysis 1 was performed to compare gene expression levels between time points separately for each combination of factors treatment (*S. aureus, E. coli *and control) and genotype (SCS-BTA18-q and SCS-BTA18-Q). Analysis 2 was used to investigate differences in gene expression levels at time points between inoculated and control cells separately for each combination of factors genotype (SCS-BTA18-q and SCS-BTA18-Q) and pathogen (*S. aureus *and *E. coli*). Analysis 3 was performed to investigate differences in gene expression levels between time points for each fold change obtained between inoculated cells and control cells at time points (Analysis 2) separately for each combination of factors genotype (SCS-BTA18-q and SCS-BTA18-Q) and pathogen (*S. aureus *and *E. coli*), respectively. All investigated comparisons are listed in Table 2.

**Table 2:** Comparisons performed using Limma

Analyses	Comparison	Factors
Analysis 1	24 h - 1 h	treatment X genotype
	24 h - 6 h	
	6 h - 1 h	
Analysis 2	inoculated - control 24 h	pathogen X genotype
	inoculated - control 6 h	
	inoculated - control 1 h	
Analysis 3	(inoculated - control 24 h) - (inoculated - control 1 h)	pathogen X genotype
	(inoculated - control 24 h) - (inoculated - control 6 h)	
	(inoculated - control 6 h) - (inoculated - control 1 h)	

Summary of comparisons made in each of the three analyses; all analyses were performed separately for each combination of factors: genotype (SCS-BTA18-Q, SCS-BTA18-q) and treatment (*E. coli, S. aureus *and control treatment) in Analysis 1 or genotype (SCS-BTA18-Q, SCS-BTA18-q) and pathogen (*E. coli, S. aureus*) in Analysis 2 and Analysis 3.

Due to the low number of samples within groups and the difference in the number of samples between groups, a decreased power of the statistical analyses was expected. This problem is evident mainly in Analysis 3, because of the high number of tests in addition to the moderate number of factors and low numbers of samples. Analysis 3 was focused on the analysis of genes predominantly affected by pathogen challenge. Therefore, only genes with a minimum expression change of log_2 _fc ≥ 0.75 during time-course were considered. A fold change threshold was applied in order to include in the co-expression analysis, only the genes, showing elevated expression changes during time-course. With the log_2 _fc ≥ 0.75 a moderate fold change filter was applied [37]. The significance of co-expression was then assessed by applying the clustering algorithm implemented in the short time-series expression miner STEM (version 1.3.6) [28,29] for co-expression profiling and a subsequent comparison of the number of genes assigned to a specific co-expression profile model to the expected number of genes assigned to the co-expression profile model quantified by permutation. Because no expression profiling was performed at time point zero and control cells and inoculated cells derived from the same cell culture, no differences regarding gene expression between the inoculated and control cells were expected at time point zero. Hence, the 'no normalization/add 0' option was selected in STEM in Analysis 3 and all expression values at time point zero were set to zero to enable the co-expression profiling to include changes in gene expression levels in the first hour after bacterial challenge. The STEM clustering method [28] was chosen, and the maximum number of profiles was set to the default value of 50 considering a maximum unit change of 2 between profiles.

Contrary to Analysis 3, in Analysis 1 and Analysis 2 the moderated t-test statistics implemented in Limma considering a stringent significance threshold of an FDR adjusted p-value of q ≤ 0.05 were applied. Additionally, a fold change criterion was not applied in these analyses to monitor all significant expression changes due to cell culture or inoculation. For the biological interpretation of the data, significantly differentially (Analysis 1 and Analysis 2) and co-expressed (Analysis 3) genes were further analyzed using the Ingenuity Pathway Analysis 8.8 [38]. In addition, to compare and visualize gene expression levels, the hierarchical clustering method implemented in the MeV MultiExperiment Viewer v4.4 [39,40] was used.

## Results

### Effects of cell culture on gene expression in primary bovine mammary gland epithelial cells between cell culture time points of 1, 6 and 24 h

To investigate the influence of cell culture on pbMEC sampled from SCS-BTA18-Q and SCS-BTA18-q animals, the differences in mRNA expression levels of control cells between time points 1, 6 and 24 h were analyzed separately for each SCS-BTA18-QTL allele (Figure 1). 

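The control cells account for 27 of the 88 arrays. SCS-BTA18-Q cells gave 6, 5 and 6 control arrays at 1, 6 and 24 h, and SCS-BTA18-q cells gave 3, 3 and 4. Each array holds the cells of 1 heifer, and the heifers are numbered 1 to 6 for SCS-BTA18-Q and 7 to 11 for SCS-BTA18-q. The deposited values are linear signals that the authors computed with Affymetrix Expression Console, 1 per probe set and array, in the pattern of MAS5 signals scaled to a target of 500. The mean signal after trimming 2% at each end was 500.1 to 500.2 on every array. Here the log2 of the signal was taken, and 24016 probe sets were fitted with limma as 1 mean for each of the 18 combinations of QTL allele, treatment and time point. A gene was called as rising or falling at an adjusted p of at most 0.05. A second fit added heifer as a block, since 87 of the 88 arrays were most alike to another array of the same heifer. A gene's value is read from its probe set with the highest mean signal, and a count of differentially expressed genes takes in a gene called through any of its probe sets. Errors after the sign ± are standard errors from limma unless stated otherwise, and the number of arrays limits their precision. The median signal of an array was 123 in the middle of the control SCS-BTA18-Q arrays at 6 h and 135 in the middle of the control SCS-BTA18-q arrays at 24 h, the lowest and highest of the 6 control groups.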

A first analysis of differentially expressed genes using the Ingenuity Pathway Analysis indicated that cellular and molecular processes affecting 'cell cycle' and 'cellular development' are regulated in response to cultivation after 24 h and that there is a difference in the response to cell culture between SCS-BTA18-Q and SCS-BTA18-q cells. 

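APOE, which encodes the lipid carrier apolipoprotein E, rose by 1.31 ± 0.26 (adjusted p = 0.018) on the log2 scale in control SCS-BTA18-Q cells between 1 and 24 h (limma, 6 and 6 arrays). INSIG1, a brake on cholesterol synthesis, rose by 0.78 ± 0.10 (adjusted p = 1.4e-06), and DDAH2, an enzyme that clears methylated arginine, rose by 1.03 ± 0.23 (adjusted p = 0.029). PEPD, a dipeptidase that frees proline, rose by 0.64 ± 0.14 (adjusted p = 0.029). ARF2, a GTPase of vesicle transport, fell, with a difference of -0.65 ± 0.14 (adjusted p = 0.029). These are among the genes chosen for a large difference with the same direction in every heifer. In control SCS-BTA18-q cells, NHLRC3, a gene for a secreted protein with NHL repeats, rose by 0.76 ± 0.14 (adjusted p = 0.014) between 3 arrays at 1 h and 4 at 24 h. TRIOBP, whose product bundles actin filaments, fell, with a difference of -0.64 ± 0.13 (adjusted p = 0.033), and both genes were chosen by the same rule.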

Between time points 1 and 24 h, both, the cells derived from SCS-BTA18-Q animals and the cells derived from SCS-BTA18-q animals, showed substantial changes in gene expression. 

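In control SCS-BTA18-Q cells 11 genes rose and 9 fell between 1 and 24 h, and with heifer as a block 471 rose and 519 fell. One of those that fell was GMPPA, a subunit of the enzyme that supplies mannose for glycosylation, with a difference of -0.65 ± 0.15 (adjusted p = 0.042). In control SCS-BTA18-q cells 4 genes changed, and with heifer as a block 108 rose and 224 fell. Besides NHLRC3 and TRIOBP these were LINS1 and PDIA4, 4 genes that are listed because of their small number, after the values were seen. PDIA4, a disulfide isomerase of the endoplasmic reticulum, was called through a probe set that is not its brightest (difference -0.73 ± 0.15, adjusted p = 0.033). Without adjustment, 2323 probe sets in SCS-BTA18-Q cells and 1750 in SCS-BTA18-q cells had p under 0.05. When the SCS-BTA18-Q groups were drawn down at random to the number of SCS-BTA18-q arrays, the median over 50 draws was 1 gene, and the draws ranged from 0 to 60 genes. With single heifers left out the counts ranged from 1 (without heifer 1) to 59 (without heifer 9) in SCS-BTA18-Q cells. In SCS-BTA18-q cells they ranged from 0 (without heifer 9) to 6 (without heifer 7).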

Whereas 293 genes were differentially expressed in SCS-BTA18-Q cells, only 28 genes were differentially expressed in the corresponding SCS-BTA18-q cells [see Additional file 1]. The difference in the number of differentially expressed genes between the two groups is partially related to the lower number of samples in the corresponding SCS-BTA18-q group (10 samples) compared to the SCS-BTA18-Q group (17 samples) affecting the power of the statistical analyses. However, only about 50% of the genes (14 genes) differentially expressed in the SCS-BTA18-q group were also found to be differentially expressed in the SCS-BTA18-Q group. 

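LINS1, the human counterpart of the fly gene lines, rose in control cells of both alleles, by 0.74 ± 0.17 (adjusted p = 0.039) in SCS-BTA18-Q and 1.18 ± 0.22 (adjusted p = 0.014) in SCS-BTA18-q cells. TBRG4, a regulator of mitochondrial RNA, had differences of -0.69 ± 0.19 (adjusted p = 0.097, and 2.4e-06 with heifer as a block) and -0.63 ± 0.25 (adjusted p = 0.52, and 0.0048 with heifer as a block). Read through the brightest probe set, 18 genes changed in SCS-BTA18-Q and 3 in SCS-BTA18-q cells. LINS1 was the 1 gene that changed in both, and independent picks of these sizes would share 0.0022 rising genes. With heifer as a block, 895 and 294 genes changed, of which 44 rose in both, 85 fell in both and 0 changed in opposite directions. Independent picks would share 4.48 rising and 10.1 falling genes.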

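FBXL20, a subunit of ubiquitin ligases, had a difference between 24 and 1 h of culture of 0.79 ± 0.22 (adjusted p = 0.094, and 0.0012 with heifer as a block) in SCS-BTA18-Q and 0.91 ± 0.29 (adjusted p = 0.34, and 0.022 with heifer as a block) in SCS-BTA18-q cells. PHF13, a reader of histone marks, had a difference of 0.73 ± 0.19 (adjusted p = 0.065, and 0.0013 with heifer as a block) in SCS-BTA18-Q and 0.80 ± 0.24 (adjusted p = 0.31, and 0.030 with heifer as a block) in SCS-BTA18-q cells. Among genes with lower signals at 24 h, NOL6, a factor of ribosome assembly in the nucleolus, had a difference of -0.56 ± 0.17 (adjusted p = 0.14, and 0.010 with heifer as a block) in SCS-BTA18-Q and -0.75 ± 0.22 (adjusted p = 0.31, and 0.027 with heifer as a block) in SCS-BTA18-q cells. NEDD9, a scaffold protein of focal adhesions, had a difference of -0.38 ± 0.12 (adjusted p = 0.17, and 0.014 with heifer as a block) in SCS-BTA18-Q and -0.67 ± 0.16 (adjusted p = 0.13, and 0.0036 with heifer as a block) in SCS-BTA18-q cells. The brightest probe set of PDIA4 had a difference of -0.39 ± 0.14 (adjusted p = 0.27, and 0.017 with heifer as a block) in SCS-BTA18-Q and -0.43 ± 0.19 (adjusted p = 0.59) in SCS-BTA18-q cells, and its 2 other probe sets were at -0.73 ± 0.15 (adjusted p = 0.033) and 0.84 ± 0.85 (adjusted p = 0.93) in the latter, of which the second, a dim one, was not called. DSEL, an epimerase of dermatan sulfate, was not called and its sign was negative, at -0.29 ± 0.45 (adjusted p = 0.93) in SCS-BTA18-Q and -0.52 ± 0.60 (adjusted p = 0.94) in SCS-BTA18-q cells. IRF2BP2 has no probe set named for it in the annotation used and is not analysed here.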

Five of the six genes that were up-regulated towards time point 24 h (*LINS1, FBXL20, IRF2BP2, PHF13, DSEL*) and three of the top ten down-regulated genes (*NOL6, PDIA4, NEDD9*) in the SCS-BTA18-q cells showed the same direction of significant changes in expression levels in the SCS-BTA18-Q cells. Accordance in genes' regulation and differences in the genes regulated between SCS-BTA18-Q and SCS-BTA18-q cells suggested that common mechanisms were affected by cell culture but also that unique mechanisms were affected by the genotype. 

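Genes of DNA replication and of mitosis had negative medians in the control cells of both alleles. For DNA replication the median difference between 24 and 1 h over 22 genes was -0.37 in SCS-BTA18-Q cells (adjusted p = 2.0e-07 from camera and adjusted p = 0.62 with an estimated correlation). In SCS-BTA18-q cells it was -0.64 (adjusted p = 1.4e-08 from camera and adjusted p = 0.85 with an estimated correlation). For 24 genes of mitosis the medians were -0.25 (adjusted p = 0.0012 from camera and adjusted p = 0.81 with an estimated correlation) and -0.40 (adjusted p = 3.9e-04 from camera and adjusted p = 0.85 with an estimated correlation). Across 9155 genes, the change with culture in SCS-BTA18-Q cells correlated with that in SCS-BTA18-q cells at r = 0.23, although genes are not independent replicates. Groups simulated without any change gave r = -0.00487. The change with culture in one allele was not tested against that in the other. From the genes shared by both alleles and those found in 1 of them, the paper proposes that culture acts on common mechanisms and that other mechanisms depend on the genotype.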

A subsequent functional analysis of the significantly differentially expressed genes associated with molecular and cellular functions related to 'cell cycle', 'cellular development' and 'cellular assembly and organization' was performed. In the SCS-BTA18-Q group, genes mainly associated with molecular and cellular functions affecting 'cell cycle progression' (*C15ORF63, FGF2, NEDD9, NOLC1, NRG1, PES1, PRMT5, RAN, SESN1, TBRG4*), 'rRNA processing' (*GEMIN4, NOLC1, NOP56, WDR43*) and the 'activation of gene expression' (*NEDD9, FGF2, NRG1, SMAD4*) were differentially expressed after 24 h of cell culture (Table 3). 

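Of 30 genes of ribosome biogenesis, 1 fell in control SCS-BTA18-Q cells (18 adjusted over the list alone, 19 with heifer as a block). Their median difference was -0.53 (adjusted p = 4.1e-23 from camera and adjusted p = 0.0075 with an estimated correlation). The list was drawn up after the authors' table of these genes had been read, so its result is not independent evidence. NOLC1, a chaperone of the nucleolus, was the gene that fell, with a difference of -0.61 ± 0.14 (adjusted p = 0.043), and another of its probe sets was not called. NOP56, a core protein of the particles that modify rRNA, had a difference of -0.64 ± 0.21 (adjusted p = 0.19, and 2.6e-04 with heifer as a block). PES1 and WDR43, both needed for rRNA processing, had differences of -0.55 ± 0.18 (adjusted p = 0.19, and 3.7e-04 with heifer as a block) and -0.61 ± 0.20 (adjusted p = 0.19, and 1.9e-04 with heifer as a block). The growth factor gene FGF2 had a difference of 0.76 ± 0.21 (adjusted p = 0.093, and 2.1e-04 with heifer as a block), and NRG1, a ligand of ERBB receptors, of -0.67 ± 0.19 (adjusted p = 0.11, and 0.0010 with heifer as a block). SESN1, a stress-response gene that restrains growth signaling, had a difference of 0.74 ± 0.26 (adjusted p = 0.25, and 0.0019 with heifer as a block), and PRMT5, an arginine methyltransferase, of -0.34 ± 0.17 (adjusted p = 0.52, and 0.0086 with heifer as a block). RAN, which drives nuclear transport, was at -0.13 ± 0.10 (adjusted p = 0.77), GEMIN4, a subunit of the SMN complex, at -0.10 ± 0.15 (adjusted p = 0.92), and SMAD4, a mediator of TGF-beta signaling, at 0.06 ± 0.13 (adjusted p = 0.96).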

Although the number of genes in the SCS-BTA18-q group was low compared to the SCS-BTA18-Q group, single genes indicated that, at least in part the same molecular and cellular functions were affected in the SCS-BTA18-q group (Table 3). 

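In control SCS-BTA18-q cells the ribosome biogenesis genes had a median difference of -0.32 between 24 and 1 h (adjusted p = 4.3e-09 from camera, adjusted p = 0.56 with an estimated correlation, and adjusted p = 0.035 with heifer as a block as well). PES1 and NOP56 had differences of -0.64 ± 0.24 (adjusted p = 0.46, and 0.0085 with heifer as a block) and -0.70 ± 0.28 (adjusted p = 0.51, and 0.0093 with heifer as a block) in 3 of 3 heifers. MCRS1, a nucleolar protein that regulates transcription, had a difference of -0.64 ± 0.17 (adjusted p = 0.21, and 0.0038 with heifer as a block), against -0.35 ± 0.13 (adjusted p = 0.26, and 0.018 with heifer as a block) in SCS-BTA18-Q cells. GEMIN4 was not called in SCS-BTA18-q cells, at -0.49 ± 0.20 (adjusted p = 0.54).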

After 24 h of cell culture, genes associated with molecular and cellular functions involved in the 'regulation of the cell cycle' (*LMNA, NEDD9*), in the 'regulation of gene expression' (*NEDD9, MCRS1*) and in 'rRNA processing' (*GEMIN4*) were differentially expressed. 

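LMNA, which encodes lamins A and C of the nuclear envelope, had a difference between 24 and 1 h of -0.75 ± 0.18 (adjusted p = 0.14, and 0.0023 with heifer as a block) in control SCS-BTA18-q cells and of -0.17 ± 0.14 (adjusted p = 0.78) in SCS-BTA18-Q cells. The signal of LMNA at 24 h was lower in 3 of 3 SCS-BTA18-q heifers and in 4 of 6 SCS-BTA18-Q heifers. FSCN1, which bundles actin, had a difference of -0.53 ± 0.25 (adjusted p = 0.63) in SCS-BTA18-q and of -0.29 ± 0.19 (adjusted p = 0.67) in SCS-BTA18-Q cells. Neither gene was compared directly between the alleles.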

Unique to the SCS-BTA18-q group was the decreased expression of *LMNA *and *FSCN1 *after 24 h of cell culture. Both genes are involved in several molecular and cellular functions including the 'organization of the actin cytoskeleton' and the 'differentiation and proliferation of epithelial cell lines' (*FSCN1*) as well as the 'nuclear assembly', the 'chromatin organization' and 'apoptosis signaling' (*LMNA*). Unique to SCS-BTA18-Q cells, was the differential expression of genes affecting molecular and cellular functions associated with 'small molecule biochemistry', 'nucleic acid metabolism' and 'carbohydrate metabolism'. In these cells, the down-regulation between time point 1 h and 24 h of *ERCC6, POLR2D, RAD23B*, genes that are involved in the nucleotide excision repair pathway, of RNA polymerase polypeptides *POLR1A, POLR1E, POLR2D, POLR3B *and *POLR3D*, genes that are involved in the pyrimidine and purine metabolisms, as well as the down-regulation of *GPI *and *TPI1 *that are involved in glycolysis and gluconeogenesis affirmed that the processes affected after 24 h of cell culture are mainly those important for cellular homeostasis.

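ERCC6 and RAD23B, 2 genes of nucleotide excision repair, had differences between 24 and 1 h of -0.80 ± 0.22 (adjusted p = 0.094, and 0.0030 with heifer as a block) and -0.24 ± 0.08 (adjusted p = 0.25, and 0.0075 with heifer as a block) in control SCS-BTA18-Q cells. POLR2D, a subunit of RNA polymerase II, had a difference of -0.39 ± 0.10 (adjusted p = 0.076, and 6.8e-04 with heifer as a block). POLR1E, of RNA polymerase I, was at -0.39 ± 0.13 (adjusted p = 0.24, and 0.019 with heifer as a block), and POLR3B and POLR3D, of RNA polymerase III, were at -0.38 ± 0.16 (adjusted p = 0.39) and -0.21 ± 0.31 (adjusted p = 0.92). For the glycolytic enzyme GPI the difference was -0.50 ± 0.15 (adjusted p = 0.14, and 0.0014 with heifer as a block) in SCS-BTA18-Q and -0.33 ± 0.20 (adjusted p = 0.78) in SCS-BTA18-q cells. TPI1, a later enzyme of the pathway, was at -0.41 ± 0.16 (adjusted p = 0.31, and 0.031 with heifer as a block) and -0.28 ± 0.21 (adjusted p = 0.85). Over 15 genes of glycolysis the median difference was -0.16 in SCS-BTA18-Q cells (adjusted p = 0.0023 from camera and adjusted p = 0.62 with an estimated correlation). In SCS-BTA18-q cells it was also -0.16 (adjusted p = 0.17 from camera and adjusted p = 0.85 with an estimated correlation). POLR1A is not analysed here.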

**Figure 1:**
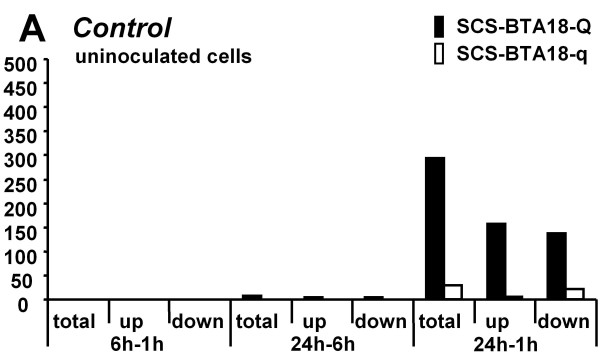
**Differentially expressed genes between time points 1, 6 and 24 h of cell culture**. Number of differentially genes (FDR adjusted p-value q ≤ 0.05) between time points 1, 6 and 24 h of cell culture for each of the inherited SCS-BTA18-QTL alleles, respectively.

**Table 3:** Molecular and cellular functions affected by cell culture

Top 5 categories of molecular and cellular functions	SCS-BTA18-Q		SCS-BTA18-q	
**Control cells SCS-BTA18-Q**	**p-values**	**Genes**	**p-values**	**Genes**

Cell cycle	1,98E-04	25	1,19E-02	2
Small molecule biochemistry	2,56E-04	19	---	---
Cellular development	7,60E-04	10	2,66E-03	1
Nucleic acid metabolism	7,60E-04	6	---	---
Carbohydrate metabolism	1,50E-03	9	---	---

**Top 5 categories of molecular and cellular functions**	**SCS-BTA18-Q**		**SCS-BTA18-q**	
**Control cells SCS-BTA18-q**	**p-values**	**Genes**	**p-values**	**Genes**

Cellular assembly and organization	1,28E-02	12	1,33E-03	2
Cellular function and maintenance	1,60E-02	6	1,33E-03	1
Cellular development	7,60E-04	10	2,66E-03	1
Cell morphology	2,48E-03	9	3,99E-03	1
Gene expression	3,68E-03	8	7,96E-03	2

Top five molecular and cellular functions affected in control cells after 24 h of cultivation; the molecular and cellular functional category and p-values as well as the number of involved genes are shown for SCS-BTA18-Q and SCS-BTA18-q cells.

### Effect of inoculation with heat inactivated *S. aureus *and *E. coli *pathogens on gene expression in primary bovine mammary gland cells between and at time points 1, 6 and 24 h of inoculation

Inoculation with either pathogen significantly affected gene expression in both SCS-BTA18-QTL groups. 

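Cells inoculated with heat-inactivated E. coli gave 31 arrays and those inoculated with heat-inactivated S. aureus gave 30. SCS-BTA18-Q cells have 6, 6 and 5 arrays at 1, 6 and 24 h after E. coli and 6 at each time point after S. aureus. SCS-BTA18-q cells have 5, 5 and 4 arrays after E. coli and 4 at each time point after S. aureus. One SCS-BTA18-q array at 6 h carries labels that name different pathogens, and it was taken as E. coli inoculated, as the array numbers of Table 1 require. Heifer 8 has no control array, so the cells of this heifer enter the means but no difference from control cells within a heifer. Inoculated cells were compared with control cells of the same allele and time point, and between time points of the same treatment, in the fit described for the control cells. The hybridization controls, bacterial transcripts of known amount added to every sample, had a mean log2 signal of 10.9 ± 0.14 (SD, n = 27) on control arrays. On E. coli arrays it was 11.3 ± 0.24 (SD, n = 31) and on S. aureus arrays 11.2 ± 0.17 (SD, n = 30).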

The most significant changes were observed when considering the whole time period between 1 h and 24 h of inoculation and the gene expression at time point 24 h between inoculated and control cells (Figure 2). 

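HP, the acute phase protein haptoglobin, rose by 4.23 ± 1.00 (adjusted p = 0.021) between 6 and 24 h after E. coli in SCS-BTA18-Q cells (limma, 6 and 5 arrays). Its mean log2 signal at 6 h, 2.83, lies under the median signal of each array, and with 32 added to each signal, a test chosen after the values were seen, the difference was 2.13. CCNB1, the cyclin of entry into mitosis, fell over the same interval, with a difference of -1.36 ± 0.36 (adjusted p = 0.045). In SCS-BTA18-q cells CDC45 and PCNA, both part of the replication fork, fell between 6 and 24 h (5 and 4 arrays), with differences of -2.20 ± 0.43 (adjusted p = 0.0061) and -1.25 ± 0.27 (adjusted p = 0.016). The mean log2 signal of CDC45 at 24 h, 5.21, lies under the median signal of each array, so the size of its fall is uncertain. In all, 124 genes (1267 with heifer as a block) changed in SCS-BTA18-Q and 113 (1167 with heifer as a block) in SCS-BTA18-q cells over this interval. Single heifers left out gave 8 (without heifer 5) to 202 (without heifer 7) and 2 (without heifer 9) to 206 (without heifer 10), and the fit of the compared arrays alone called 0 and 0. Between 1 and 6 h after E. coli, limma called 0 genes (17 with heifer as a block) in SCS-BTA18-Q cells, where 885 probe sets had an unadjusted p under 0.05. In SCS-BTA18-q cells it called 2 (9 with heifer as a block), MPO, the myeloperoxidase of neutrophils, and MC2R, the receptor of ACTH, which are listed after the values were seen, whose other probe sets were not called and whose means at both time points lie under the median signal of each array. Against control cells at 6 h, limma called 0 genes (53 with heifer as a block) after E. coli and 0 after S. aureus in SCS-BTA18-Q cells, with 1233 and 1161 probe sets at an unadjusted p under 0.05. In SCS-BTA18-q cells at 6 h the counts were 1 (20 with heifer as a block) and 0 (17 with heifer as a block), with 1247 and 929 probe sets. The called gene was SCML4, a Polycomb group gene, through a probe set that is not its brightest, and it was listed after the values were seen. At 1 h, 23 genes (327 with heifer as a block) changed after E. coli in SCS-BTA18-Q cells, among them RPL4, a ribosomal protein (0.42 ± 0.09, adjusted p = 0.017), and ALDOA, an aldolase of glycolysis (0.44 ± 0.10, adjusted p = 0.049). The hybridization controls of these arrays were 0.57 log2 units higher than on the control arrays (exact permutation test, two-sided, p = 0.0022, 6 and 6 arrays), and with their level as a covariate 0 genes were called. After S. aureus 6 genes (309 with heifer as a block) changed at 1 h in SCS-BTA18-Q cells, and limma called 0 in SCS-BTA18-q cells after either pathogen, with 995 and 986 probe sets at an unadjusted p under 0.05 (4 and 8 genes with heifer as a block). The hybridization controls of these S. aureus arrays in SCS-BTA18-Q cells were 0.52 log2 units higher than on the control arrays (exact permutation test, two-sided, p = 0.0022, 6 and 6 arrays), and with their level as a covariate, chosen after the values were seen, 0 genes were called, with or without the block. Single heifers left out gave 0 (without heifer 1) to 76 (without heifer 6) genes at 1 h after E. coli in SCS-BTA18-Q cells. After S. aureus they gave 0 (without heifer 1) to 49 (without heifer 8).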

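SAA3, a serum amyloid A made by the mammary gland, rose by 6.20 ± 1.18 (adjusted p = 8.8e-04) between 1 and 24 h after E. coli in SCS-BTA18-Q cells (limma, 6 and 5 arrays) and by 4.85 ± 1.12 (adjusted p = 0.015) after S. aureus (6 and 6 arrays). APOA1, the main protein of high density lipoprotein, rose by 2.50 ± 0.52 (adjusted p = 0.0023) after E. coli. MMP9, a protease of the extracellular matrix, rose by 3.81 ± 0.81 (adjusted p = 0.0030) after E. coli in SCS-BTA18-q cells (5 and 4 arrays) and by 2.92 ± 0.69 (adjusted p = 0.019) after S. aureus in SCS-BTA18-Q cells. NR4A1, an early response receptor, fell after S. aureus, by 2.19 on the log2 scale (adjusted p = 0.0077). After E. coli, 231 genes rose and 251 fell in SCS-BTA18-Q cells, 481 genes (1927 with heifer as a block) in all, of which 1 was called in both directions through different probe sets. In SCS-BTA18-q cells 185 rose and 452 fell, 637 (2021 with heifer as a block) in all. Leaving out single heifers gave 84 (without heifer 3) to 590 (without heifer 9) genes in SCS-BTA18-Q and 42 (without heifer 11) to 693 (without heifer 10) in SCS-BTA18-q cells. After S. aureus 78 rose and 72 fell in SCS-BTA18-Q cells, 150 (1618 with heifer as a block) in all, and 12 (without heifer 2) to 218 (without heifer 9) with single heifers left out. In SCS-BTA18-q cells the count was 1 (344 with heifer as a block), and the gene was INSIG1 (0.86 ± 0.12, adjusted p = 3.6e-05). The fit of the compared arrays alone lost nearly all of the calls between 1 and 24 h, after either pathogen and in both alleles. After S. aureus in SCS-BTA18-Q cells the GAPDH ratio as a covariate also lowered the count. Among probe sets at or above the median signal that count was higher.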

Between time points 1 h and 24 h, *E. coli *inoculated cells showed a significantly higher number of differentially expressed genes (SCS-BTA18-Q: 1010 genes and SCS-BTA18-q: 1393 genes) in comparison to *S. aureus *inoculated cells (SCS-BTA18-Q: 312 genes and SCS-BTA18-q: four genes). Similarly, at time point 24 h, 402 and 43 genes were differentially expressed between *E. coli *and *S. aureus *inoculated cells and their respective un-inoculated control cells in the SCS-BTA18-Q group and 107 and five genes in the SCS-BTA18-q group, respectively. In comparison, the number of differentially expressed genes in inoculated cells between time points was higher than between inoculated and control cells at given time points suggesting that when analyzing between time points, a large proportion of the differentially expressed genes were affected by cell culture or by cumulative effects of cell culture and inoculation.

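At 24 h after E. coli, SAA3 was the gene that rose most in SCS-BTA18-Q cells, 117-fold or 6.87 ± 1.18 (adjusted p = 2.2e-04) on the log2 scale (limma, 5 inoculated and 6 control arrays). AGR2, a disulfide isomerase of mucus-secreting cells, rose by 2.75 ± 0.36 (adjusted p = 5.9e-07) in SCS-BTA18-Q and by 2.02 ± 0.41 (adjusted p = 0.050) in SCS-BTA18-q cells (4 and 4 arrays). After S. aureus, SAA3 rose by 5.65 ± 1.12 (adjusted p = 0.022) in SCS-BTA18-Q cells (6 and 6 arrays). KRT8, a keratin of luminal epithelium, fell by 1.11 on the log2 scale (adjusted p = 0.032). EXOC8, a subunit of the exocyst, and HMBOX1, a homeobox protein that binds telomeres, fell in SCS-BTA18-q cells after both pathogens. Their differences were -0.95 ± 0.16 (adjusted p = 0.0044) and -1.23 ± 0.23 (adjusted p = 0.014) after E. coli and -0.93 ± 0.16 (adjusted p = 0.0072) and -1.15 ± 0.23 (adjusted p = 0.035) after S. aureus. Both comparisons use the same 4 control arrays, and with these split between the pathogens the median overlap was 0 genes over 3 splits. In SCS-BTA18-Q cells 215 genes (1294 with heifer as a block) changed after E. coli and 35 (528 with heifer as a block) after S. aureus, and in SCS-BTA18-q cells 3 (744 with heifer as a block) and 2 (9 with heifer as a block). The genes called in SCS-BTA18-q cells were AGR2, EXOC8 and HMBOX1 after E. coli and EXOC8 and HMBOX1 after S. aureus, listed after the values were seen. The plot of counts by comparison gives these and the time-course counts with and without the block. The hybridization controls were 0.37 log2 units higher on the E. coli than on the control arrays of SCS-BTA18-Q cells (exact permutation test, two-sided, p = 0.0022, 5 and 6 arrays), and with their level as a covariate 82 genes changed. After S. aureus that covariate, chosen after the values were seen, gave 2 genes, the GAPDH ratio as a covariate 0, the fit of the compared arrays alone 0, quantile normalization 12, probe sets at or above the median signal 51 and draws of as many arrays as in SCS-BTA18-q cells a median of 1. With the hybridization level beside the block, the counts after both pathogens were well below the 1294 and 528 of the block alone. The fit of the compared arrays alone also gave far fewer than 215 genes after E. coli. With single heifers left out the counts in SCS-BTA18-Q cells ranged from 64 (without heifer 5) to 268 (without heifer 9) after E. coli and from 0 (without heifer 1) to 198 (without heifer 6) after S. aureus, and those in SCS-BTA18-q cells from 0 (without heifer 10) to 69 (without heifer 9) and from 0 (without heifer 10) to 3 (without heifer 4).

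**Figure D1:**
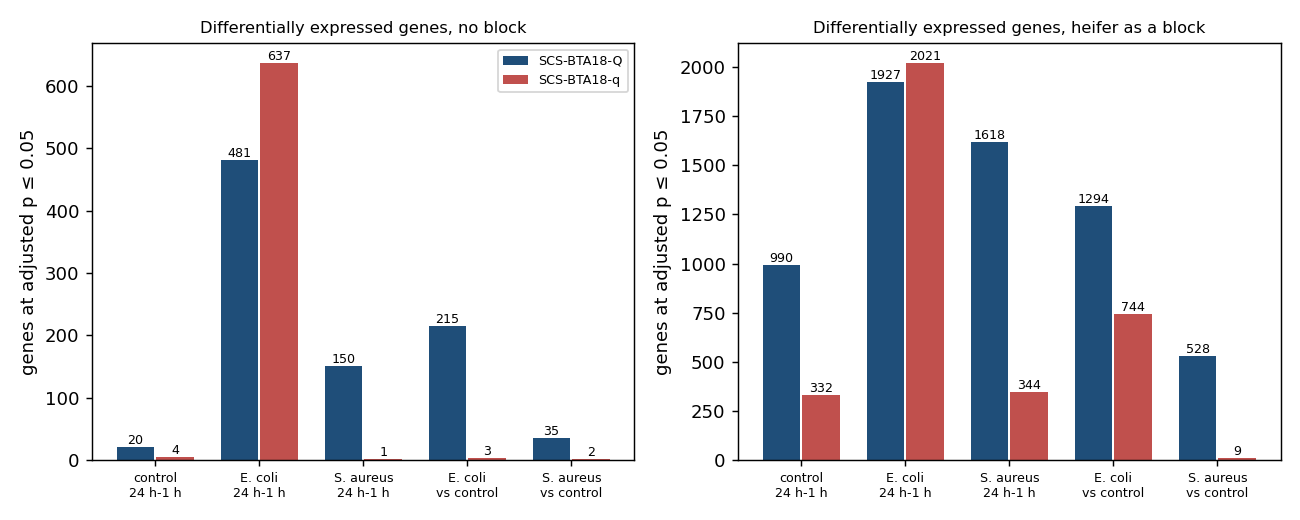
Differentially expressed genes at an adjusted p of at most 0.05 from limma, in 5 comparisons, for SCS-BTA18-Q and SCS-BTA18-q cells. The left panel shows the fit without a block and the right panel the fit with heifer as a block, where the counts at 24 h after E. coli are 1294 and 744.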

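INSIG1, which rose with culture in control SCS-BTA18-Q cells, also rose between 1 and 24 h after E. coli, by 1.10 ± 0.11 (adjusted p = 2.1e-11), and after S. aureus, by 0.91 ± 0.10 (adjusted p = 6.9e-09). APOE and DDAH2 rose after E. coli by 1.89 ± 0.28 (adjusted p = 1.2e-05) and 1.30 ± 0.24 (adjusted p = 5.6e-04), genes picked here after the values were seen. Of the 18 genes changed in control SCS-BTA18-Q cells, read through the brightest probe set, 7 rose and 6 fell as well among the 433 genes changed after E. coli, where independent picks would share 0.232 and 0.193. After S. aureus 5 rose and 2 fell in common, and 0 genes changed in opposite directions in either comparison. With heifer as a block, 895 genes changed in control and 1795 in E. coli inoculated SCS-BTA18-Q cells, 241 rose in both, 327 fell in both and 3 moved in opposite directions. Across genes the change in control cells correlated with that after E. coli at r = 0.30 in SCS-BTA18-Q and 0.30 in SCS-BTA18-q cells, without shared arrays. In SCS-BTA18-q cells 64 genes rose and 146 fell both in control and in E. coli inoculated cells with heifer as a block (2 and 0 without it).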

**Figure 2:**
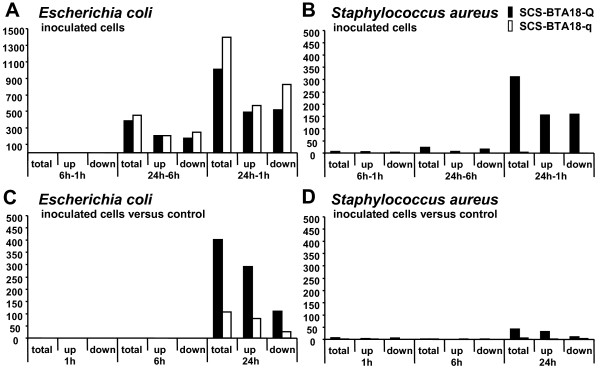
**Differentially expressed genes between and at time points 1, 6 and 24 h of bacterial challenge**. Number of differentially expressed genes (FDR adjusted p-value q ≤ 0.05) between time points, for each pathogen challenge and each of the inherited SCS-BTA18-QTL alleles as well as between inoculated cells and control cells at time points for each pathogen challenge and each of the inherited SCS-BTA18-QTL alleles; **A ***E. coli *inoculated cells; **B ***S. aureus *inoculated cells; **C ***E. coli *inoculated cells versus control; **D ***S. aureus *inoculated cells versus control.

These observations are supported by the identified functional categories associated with the differentially expressed genes using Ingenuity Pathway Analysis. At time point 24 h, inoculated cells in comparison to control cells exhibited predominantly differentially expressed genes that were involved in molecular and cellular functions comprising 'hematological system development', 'inflammatory response', 'cell to cell signaling' and 'immune cell trafficking' (Table 4). These genes were exclusively regulated in inoculated cells but not in control cells during time-course (Figure 3). In addition, differentially expressed genes between time points 1 h and 24 h in both inoculated and control cells were significantly associated with molecular and cellular functions comprising 'cell cycle', 'cellular growth and proliferation', 'DNA replication, recombination and repair' and 'cell death' (Table 5). However, these differences were more pronounced in inoculated cells in comparison to the control cells. Furthermore, the number of genes assigned to each of the top five molecular and cellular function categories between time points 1 h and 24 h was higher in *E. coli *inoculated cells compared to *S. aureus *inoculated and control cells. These results indicated that cellular processes important for cellular homeostasis are more seriously affected by inoculation with *E. coli *than with *S. aureus*.

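CCL5 and CCL20, chemokines that attract T cells and immature dendritic cells, rose by 6.10 ± 1.39 (adjusted p = 0.0083) and 5.37 ± 1.34 (adjusted p = 0.020) at 24 h after E. coli in SCS-BTA18-Q cells. IL1B, an early inflammatory cytokine, rose by 5.00 ± 1.02 (adjusted p = 0.0024), and TNF by 3.73 ± 0.89 (adjusted p = 0.013). In control cells the mean log2 signals of CCL5, CCL20, IL1B and TNF, 4.11, 5.46, 5.10 and 3.28, lie under the median signal of each array, so the size of these differences is uncertain. With 32 added to each signal, chosen after the values were seen, they were 4.46, 4.58, 4.07 and 1.95. Of the chemokines, 8 of the 15 genes rose (10 adjusted over the list alone), with a median difference of 2.75 (adjusted p = 1.4e-15 from camera and adjusted p = 3.9e-04 with an estimated correlation). For inflammatory cytokines, 7 of the 14 genes rose (9 adjusted over the list alone), with a median of 1.85 (adjusted p = 3.8e-12 from camera and adjusted p = 8.6e-04 with an estimated correlation). After S. aureus, 1 of the 15 genes rose (9 adjusted over the list alone, 8 with heifer as a block) among the chemokines, with a median of 1.96 (adjusted p = 1.9e-11 from camera and adjusted p = 0.0021 with an estimated correlation). In SCS-BTA18-q cells after E. coli, 0 of the 15 genes rose (7 adjusted over the list alone, 8 with heifer as a block), with a median of 1.56 (adjusted p = 7.9e-08 from camera and adjusted p = 0.021 with an estimated correlation). Among genes that mark leukocytes, which a culture of epithelial cells should lack, 2 of the 14 genes rose (2 adjusted over the list alone) after E. coli in SCS-BTA18-Q cells, with a median of 0.06 (adjusted p = 0.017 from camera and adjusted p = 0.023 with an estimated correlation). The 2 were AIF1, a calcium-binding protein of macrophages, at 1.81 ± 0.34 (adjusted p = 7.5e-04) and CD14, the coreceptor of lipopolysaccharide, at 1.37 ± 0.37 (adjusted p = 0.039), of which another probe set was not called, and they are listed after the values were seen.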

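S100A8, a calprotectin subunit that binds zinc, rose by 4.78 ± 0.92 (adjusted p = 0.0012) against control cells at 24 h after E. coli in SCS-BTA18-Q cells, and HP rose by 4.74 ± 1.00 (adjusted p = 0.0038), from a mean under the median signal of each array. Both were outside the genes changed between 1 and 24 h in control SCS-BTA18-Q cells. Of the 186 genes changed at 24 h after E. coli and the 18 changed with culture in control cells, none was shared, and independent picks would share 0.159 rising and 0.0350 falling genes. With heifer as a block, 23 genes rose in both comparisons, 58 fell in both and 65 moved in opposite directions, where independent picks would give 27.6, 26.9 and 54.6. Both comparisons use the control arrays at 24 h, with opposite signs, and the correlation across genes was -0.23 (covariance -0.05), against -0.48 (covariance -0.09) in groups simulated without any change. With an estimated correlation none of the 10 lists of immune genes fixed beforehand was called in control SCS-BTA18-Q cells, and the chemokines had a median difference of -0.12 in control SCS-BTA18-Q cells (adjusted p = 0.39 from camera and adjusted p = 0.81 with an estimated correlation).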

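Among genes of mitosis, 10 of the 24 genes fell (23 adjusted over the list alone, 24 with heifer as a block) between 1 and 24 h after E. coli in SCS-BTA18-Q cells, with a median difference of -0.98 (adjusted p = 8.2e-21 from camera and adjusted p = 0.031 with an estimated correlation). CCNB1 fell there, with a difference of -1.42 ± 0.36 (adjusted p = 0.014), and so did NDC80, a kinetochore protein (-1.72 ± 0.43, adjusted p = 0.013). In SCS-BTA18-q cells, 14 of the 24 genes fell (23 adjusted over the list alone, 23 with heifer as a block), with a median of -1.30 (adjusted p = 7.6e-22 from camera and adjusted p = 0.035 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, had a difference of -1.46 ± 0.33 (adjusted p = 0.0053), and KIF20A, a kinesin of cytokinesis, of -1.84 ± 0.41 (adjusted p = 0.0044). For DNA replication, 9 of the 22 genes fell (20 adjusted over the list alone, 20 with heifer as a block) in SCS-BTA18-Q cells, with a median of -0.79 (adjusted p = 1.4e-18 from camera and adjusted p = 0.031 with an estimated correlation), and FEN1, a flap endonuclease, was among them (-1.12 ± 0.28, adjusted p = 0.013). In SCS-BTA18-q cells, 18 of the 22 genes fell (22 adjusted over the list alone), with a median of -1.19 (adjusted p = 1.0e-26 from camera and adjusted p = 0.017 with an estimated correlation), and RRM2, a subunit of ribonucleotide reductase, had a difference of -2.08 ± 0.43 (adjusted p = 0.0023). Of the apoptosis genes, 1 of the 9 genes rose (4 adjusted over the list alone, 4 with heifer as a block) in SCS-BTA18-Q cells, with a median of 0.52 (adjusted p = 0.0076 from camera and adjusted p = 0.18 with an estimated correlation). BCL2A1, an inhibitor of cell death, rose by 3.18 ± 0.79 (adjusted p = 0.013).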

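Against control cells at 24 h, none of the 24 genes of mitosis was called after E. coli in SCS-BTA18-Q cells (15 fell adjusted over the list alone, 19 with heifer as a block), with a median difference of -0.77 (adjusted p = 7.1e-12 from camera, adjusted p = 0.098 with an estimated correlation, and adjusted p = 0.0039 with heifer as a block as well). In SCS-BTA18-q cells the median was -0.75 (adjusted p = 8.2e-11 from camera, adjusted p = 0.12 with an estimated correlation, and adjusted p = 0.012 with heifer as a block as well), and 18 genes fell with heifer as a block. Genes of DNA replication had a median of -0.49 in SCS-BTA18-Q cells (adjusted p = 5.7e-08 from camera, adjusted p = 0.17 with an estimated correlation, and adjusted p = 0.023 with heifer as a block as well) and of -0.72 in SCS-BTA18-q cells (adjusted p = 1.1e-11 from camera, adjusted p = 0.10 with an estimated correlation, and adjusted p = 0.013 with heifer as a block as well). For CCNB1, picked from the mitosis list after the values were seen, the difference at 24 h was -1.19 ± 0.36 (adjusted p = 0.073, and 9.2e-07 with heifer as a block) in SCS-BTA18-Q and -1.05 ± 0.42 (adjusted p = 0.36, and 0.0012 with heifer as a block) in SCS-BTA18-q cells. Genes of ribosome biogenesis had medians of -0.13 (adjusted p = 0.085 from camera and adjusted p = 0.58 with an estimated correlation) and -0.11 (adjusted p = 0.49 from camera and adjusted p = 0.82 with an estimated correlation) against control cells.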

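GNL3, the nucleolar GTPase nucleostemin, and NCL, nucleolin, fell between 1 and 24 h after E. coli in SCS-BTA18-Q cells, with differences of -1.29 ± 0.37 (adjusted p = 0.033) and -1.11 ± 0.26 (adjusted p = 0.0089). Of the ribosome biogenesis genes, 15 of the 30 genes fell (24 adjusted over the list alone, 25 with heifer as a block), with a median of -0.61 (adjusted p = 1.4e-20 from camera and adjusted p = 0.0038 with an estimated correlation). After S. aureus, 2 of the 30 genes fell (23 adjusted over the list alone, 21 with heifer as a block), with a median of -0.47 (adjusted p = 1.4e-15 from camera and adjusted p = 0.026 with an estimated correlation). Of the mitosis genes, 0 of the 24 genes fell (0 adjusted over the list alone, 13 with heifer as a block) after S. aureus in SCS-BTA18-Q cells, with a median of -0.48 (adjusted p = 5.2e-06 from camera and adjusted p = 0.35 with an estimated correlation). In SCS-BTA18-q cells the mitosis genes had a median of -0.51 after S. aureus (adjusted p = 2.7e-06 from camera and adjusted p = 0.46 with an estimated correlation), and the ribosome biogenesis genes of -0.37 (adjusted p = 1.2e-10 from camera, adjusted p = 0.37 with an estimated correlation, and adjusted p = 0.0085 with heifer as a block as well). RRP12 and NAT10, factors of small ribosomal subunit assembly, fell after E. coli in SCS-BTA18-q cells, with differences of -0.75 ± 0.19 (adjusted p = 0.011) and -0.74 ± 0.20 (adjusted p = 0.022).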

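Compared directly at 24 h, genes of mitosis had a median difference between E. coli and S. aureus in SCS-BTA18-Q cells of -0.57 (adjusted p = 1.8e-15 from camera, adjusted p = 0.15 with an estimated correlation, and adjusted p = 0.0016 with heifer as a block as well). In SCS-BTA18-q cells it was -0.68 (adjusted p = 3.3e-15 from camera, adjusted p = 0.10 with an estimated correlation, and adjusted p = 0.0052 with heifer as a block as well), and for DNA replication -0.53 (adjusted p = 2.1e-11 from camera, adjusted p = 0.13 with an estimated correlation, and adjusted p = 0.020 with heifer as a block as well). Acute phase and antimicrobial genes had a median difference of 1.04 in SCS-BTA18-Q cells (adjusted p = 6.1e-05 from camera and adjusted p = 0.031 with an estimated correlation) and of 0.74 in SCS-BTA18-q cells (adjusted p = 1.0e-04 from camera, adjusted p = 0.035 with an estimated correlation, and adjusted p = 0.075 with heifer as a block as well). For genes of MHC class I presentation the medians were 0.46 (adjusted p = 4.6e-06 from camera and adjusted p = 0.031 with an estimated correlation) and 0.55 (adjusted p = 7.1e-11 from camera and adjusted p = 0.0025 with an estimated correlation). Interferon-stimulated genes had a median of 1.65 in SCS-BTA18-q cells (adjusted p = 1.5e-16 from camera and adjusted p = 0.035 with an estimated correlation). At the level of single genes limma called 0 between the pathogens at any time point in either allele, where 780, 669 and 1016 probe sets in SCS-BTA18-Q and 511, 640 and 965 in SCS-BTA18-q cells had an unadjusted p under 0.05 at 1, 6 and 24 h. With heifer as a block 7 genes were called at 24 h in SCS-BTA18-Q and 85 in SCS-BTA18-q cells. From the larger numbers of genes after E. coli, the paper proposes that this pathogen disturbs cellular homeostasis more than S. aureus does.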

**Table 4:** Biological functions affected by inoculation solely

	*E. coli*				*S. aureus*	
**Top 5 categories of biological functions**	**SCS-BTA18-Q**		**SCS-BTA18-q**		**SCS-BTA18-Q**	

***E. coli *versus control SCS-BTA18-Q**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**

Cell death	1,08E-13	96	8,30E-05	18	5,00E-05	14
Cell-to-cell signaling and interaction	3,60E-13	51	5,35E-03	12	2,45E-04	7
Hematological system development and function	3,60E-13	53	7,87E-05	14	8,09E-05	8
Immune cell trafficking	3,60E-13	34	8,62E-04	7	8,09E-05	5
Tissue development	3,60E-13	38	6,51E-03	5	3,49E-03	4

	***E. coli***				***S. aureus***	

**Top 5 categories of biological functions**	**SCS-BTA18-Q**		**SCS-BTA18-q**		**SCS-BTA18-Q**	

***E. coli *versus control SCS-BTA18-q**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**

Hematological system development and function	3,60E-13	53	7,87E-05	14	8,09E-05	8
Hematopoesis	8,87E-07	27	7,87E-05	9	1,03E-04	5
Cell death	1,08E-13	96	8,30E-05	18	5,00E-05	14
Cellular development	1,67E-07	56	9,58E-05	11	1,52E-05	9
Gene expression	3,39E-11	81	1,25E-04	10	1,11E-03	10

	***E. coli***				***S. aureus***	

**Top 5 categories of biological functions**	**SCS-BTA18-Q**		**SCS-BTA18-q**		**SCS-BTA18-Q**	

***S. aureus *versus control SCS-BTA18-Q**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**

Inflammatory response	4,38E-11	51	3,63E-03	11	8,30E-06	7
Cellular development	1,67E-07	56	9,58E-05	11	1,52E-05	9
Cellular growth and proliferation	9,89E-12	112	5,35E-03	18	1,52E-05	15
Tissue morphology	5,40E-05	13	6,51E-03	2	4,12E-05	3
Cell death	1,08E-13	96	8,30E-05	18	5,00E-05	15

Top 5 biological functions affected between inoculated SCS-BTA18-Q and SCS-BTA18-q cells and respective control cells; the functional category, p-values and the number of genes are shown for *E. coli *inoculated SCS-BTA18-Q and SCS-BTA18-q cells and *S. aureus *inoculated SCS-BTA18-Q cells; the categories are ranked by p-values of the SCS-BTA18-Q and SCS-BTA18-q cells, respectively and related p-values and the number of involved genes are shown for the alternative QTL allele and pathogen; for *S. aureus *inoculated SCS-BTA18-q cells the number of significantly differentially expressed genes was to low to perform a reliable investigation of associated molecular and cellular functions.

**Figure 3:**
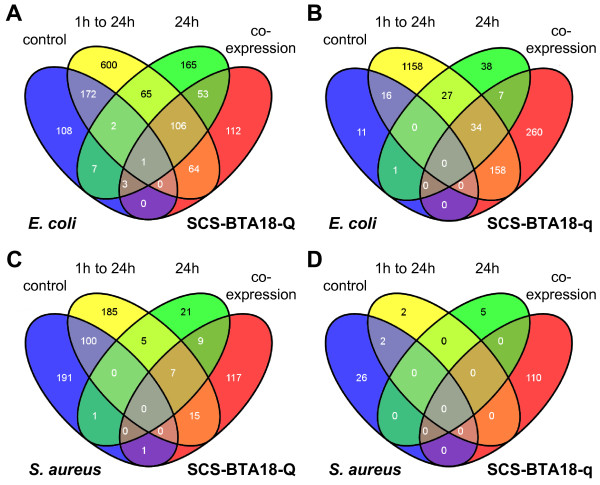
**Four-Set Venn diagrams comparing differentially expressed genes between analyses**. Comparison between significantly co-expressed genes at time point 24 h and significantly differentially expressed genes in control cells between time points 1 h and 24 h, in inoculated cells between time points 1 h and 24 h as well as between inoculated cells and control cells at time point 24 h for each pathogen and each QTL allele, respectively; **A **SCS-BTA18-Q cells inoculated with *E. coli*; **B **SCS-BTA18-q cells inoculated with *E. coli*; **C **SCS-BTA18-Q cells inoculated with *S. aureus*; **D **SCS-BTA18-q cells inoculated with *S. aureus.*

**Table 5:** Molecular and cellular functions affected by inoculation and cell culture

	*E. coli *inoculated				Un-inoculated control			
**Top 5 categories of molecular and cellular functions**	**SCS-BTA18-Q**		**SCS-BTA18-q**		**SCS-BTA18-Q**		**SCS-BTA18-q**	

***E. coli *inoculated** **SCS-BTA18-Q cells**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**

Cell cycle	2,98E-18	120	2,26E-25	164	1,98E-04	25	1,19E-02	2
Cellular growth and proliferation	1,10E-10	215	2,56E-11	279	1,28E-02	10	3,28E-02	2
Cellular assembly and organization	9,30E-10	59	2,14E-10	70	1,28E-02	12	1,33E-03	2
DNA replication, recombination and repair	9,30E-10	96	2,14E-10	154	3,18E-02	5	---	---
RNA-post-transcriptional modification	3,70E-06	39	9,50E-06	42	1,58E-03	11	4,56E-02	1

	***E. coli *inoculated**				**Un-inoculated control**			

**Top 5 categories of molecular and cellular functions**	**SCS-BTA18-Q**		**SCS-BTA18-q**		**SCS-BTA18-Q**		**SCS-BTA18-q**	

***E. coli *inoculated** **SCS-BTA18-q cells**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**

Cell cycle	2,98E-18	120	2,26E-25	164	1,98E-04	25	1,19E-02	2

Cellular growth and proliferation	1,10E-10	215	2,56E-11	279	1,28E-02	10	3,28E-02	2

Cellular assembly and organization	9,30E-10	59	2,14E-10	70	1,28E-02	12	1,33E-03	2

DNA replication, recombination and repair	9,30E-10	96	2,14E-10	154	3,18E-02	5	---	---

Cell death	7,33E-06	153	2,27E-10	227	6,73E-03	8	---	---

	***S. aureus *inoculated**		***E. coli *inoculated**				**Un-inoculated control**	

**Top 5 categories of molecular and cellular functions**	**SCS-BTA18-Q**		**SCS-BTA18-Q**		**SCS-BTA18-q**		**SCS-BTA18-Q**	

***S. aureus *inoculated** **SCS-BTA18-Q cells**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**	**p-values**	**Genes**

Cellular assembly and organization	6,54E-05	14	9,30E-10	59	2,14E-10	70	1,28E-02	12
Cell death	2,03E-04	33	7,33E-06	153	2,27E-10	227	6,73E-03	8
DNA replication, recombination and repair	2,61E-04	20	9,30E-10	96	2,14E-10	154	3,18E-02	5
Nucleic acid metabolism	2,61E-04	9	3,54E-03	4	4,61E-03	14	7,60E-04	6
Small molecule biochemistry	2,61E-04	18	7,60E-05	53	3,80E-03	26	2,56E-04	19

Top five molecular and cellular functions affected between time points 1 h and 24 h in SCS-BTA18-Q and SCS-BTA18-q cells by inoculation; the molecular and cellular functional category, p-values and the number of involved genes are shown for *E. coli *inoculated SCS-BTA18-Q and SCS-BTA18-q cells and *S. aureus *inoculated SCS-BTA18-Q cells, as well as for the control cells; the categories are ranked by p-values of the SCS-BTA18-Q and SCS-BTA18-q cells, respectively, and related p-values and the number of involved genes are shown for the alternative QTL allele and the un-inoculated control cells; for *S. aureus *inoculated SCS-BTA18-q cells the number of significantly differentially expressed genes was to low to perform a reliable investigation of associated molecular and cellular functions; hence, for SCS-BTA18-Q cells additionally the related p-values and the number of involved genes are shown for *E. coli *inoculated cells and for un-inoculated SCS-BTA18-Q control cells.

However, *S. aureus *inoculation resulted in an elevated number of differentially expressed genes assigned to the functional categories 'cell death' and 'DNA replication, recombination and repair' in SCS-BTA18-Q cells between time points 1 h and 24 h in comparison to control cells indicating that *S. aureus *inoculation affected processes important for cellular homeostasis more seriously than cell culture. This analysis was done on SCS-BTA18-Q cells only, because the number of significantly differentially expressed genes was too low in *S. aureus *inoculated SCS-BTA18-q cells to perform a reliable investigation of associated molecular and cellular functions.

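PRIM1, the primase that starts DNA strands, fell against control cells at 24 h after S. aureus in SCS-BTA18-Q cells, with a difference of -1.17 ± 0.27 (adjusted p = 0.045). Its mean after S. aureus lies under the median signal of each array, and with 32 added to each signal, chosen after the values were seen, it was -0.79 (adjusted p = 0.052) and no longer called. Between 1 and 24 h after S. aureus, 2 of the 22 genes fell (14 adjusted over the list alone, 16 with heifer as a block) on the DNA replication list, with a median difference of -0.63 (adjusted p = 9.4e-14 from camera, adjusted p = 0.11 with an estimated correlation, and adjusted p = 0.022 with heifer as a block as well). Against control cells at 24 h the median of this list was -0.32 (adjusted p = 7.1e-04 from camera and adjusted p = 0.45 with an estimated correlation). MCL1, an inhibitor of apoptosis, rose by 0.83 ± 0.18 (adjusted p = 0.0078) between 1 and 24 h. On the apoptosis list, 1 of the 9 genes rose (4 adjusted over the list alone, 4 with heifer as a block) in the same interval, with a median of 0.45 (adjusted p = 0.0025 from camera and adjusted p = 0.17 with an estimated correlation), against -0.21 in control cells (adjusted p = 0.42 from camera and adjusted p = 0.81 with an estimated correlation). Compared with control cells at 24 h, the apoptosis genes had a median of 0.74 after S. aureus (adjusted p = 1.3e-05 from camera and adjusted p = 0.024 with an estimated correlation).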

Nevertheless, the observed effects of cell culture and pathogen challenge on gene expression in pbMEC clearly indicate the suitability of the established *in vitro *system to study the cellular and molecular response to effects of endogenous and exogenous factors like effects of the SCS-BTA18-QTL alleles.

### Effects of SCS-BTA18-QTL alleles on the response to pathogen challenge: co-expression profiling and Ingenuity Pathway analysis

To study the effects of SCS-BTA18-QTL alleles on the response to pathogen challenge, the non-random co-expression of genes was assessed by applying a permutation test to overcome the difficulty in assessing an appropriate significance level enabling an unbiased comparison between SCS-BTA18-Q and SCS-BTA18-q cells. 

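For the comparison of the alleles, the response of each heifer's cells was taken as the log2 signal of the inoculated minus that of the control array at the same time point, and 5 or 6 SCS-BTA18-Q and 3 or 4 SCS-BTA18-q heifers have both. Responses of gene lists were compared between the alleles by exact permutation tests over heifers, two-sided, and those of single genes by limma as the response in SCS-BTA18-Q minus that in SCS-BTA18-q cells. With 5 heifers against 3 the smallest p such a test can give is 0.018, and with 6 against 4 it is 0.0048. The clustering of expression profiles in the paper was not repeated, and a gene was taken as changing over time where the mean response at 1, 6 and 24 h, set to 0 at time point zero, spanned at least 0.75 log2 units in the gene's probe set with the widest span, and as higher or lower at 24 h where the response there reached at least 50% of that. The ratio of 3' to 5' probe sets of GAPDH, a sign of RNA integrity, was 0.0494 ± 0.0218 on the log2 scale in the 6 SCS-BTA18-Q heifers (SD) and -0.00073 ± 0.0135 in the 5 SCS-BTA18-q heifers (exact permutation test, p = 0.0043). For actin the ratio was 1.17 ± 0.26 and 1.60 ± 0.54 (exact permutation test, p = 0.087).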

The co-expression profiles that were significantly enriched for genes showing a similar expression profile during time-course are shown in Figure 4. A table of genes including log fold changes for significantly enriched profiles is given in additional file 2 [see Additional file 2]. Most of the 14 different significant profiles (10 profiles) indicated an up-regulation of genes towards time point 24 h. 

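CXCL8, the chemokine of neutrophils, was among the genes higher at 24 h after E. coli, by 4.51 ± 0.99 (adjusted p = 0.0061) in SCS-BTA18-Q cells. LAP, the lingual antimicrobial peptide, had a difference of 4.34 ± 0.81 (adjusted p = 8.0e-04) there between mean log2 signals of 5.49 and 1.15, which both lie under the median signal of each array. In SCS-BTA18-q cells CXCL8 had a difference of 3.51 ± 1.16 (adjusted p = 0.23, and 0.017 with heifer as a block). The mean response spanned at least 0.75 log2 units in 3051 genes, 1082 of them higher and 1197 lower at 24 h in SCS-BTA18-Q cells after E. coli. For SCS-BTA18-q cells after E. coli these were 3586 genes, 1048 of them higher and 1581 lower at 24 h. After S. aureus they were 2806 genes, 764 of them higher and 1234 lower at 24 h in SCS-BTA18-Q cells, and 3107 genes, 795 of them higher and 1277 lower at 24 h in SCS-BTA18-q cells. Most of these genes are dim, since among probe sets at or above the median signal 525 and 814 genes spanned as much after E. coli and 328 and 375 after S. aureus in SCS-BTA18-Q and SCS-BTA18-q cells. With 32 added to each signal, chosen after the values were seen, these were 650, 1217, 436 and 748 genes. Genes higher at 24 h had a median response at 1, 6 and 24 h of 0.04, 0.27 and 0.92 in SCS-BTA18-Q and of -0.02, -0.02 and 0.84 in SCS-BTA18-q cells after E. coli. After S. aureus the medians were -0.08, 0.11 and 0.84 in SCS-BTA18-Q and -0.08, -0.16 and 0.80 in SCS-BTA18-q cells.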

Remarkably, all of the profiles up-regulated after 24 h in SCS-BTA18-Q cells showed an early and linear up-regulation of co-expressed genes, whereas all profiles in SCS-BTA18-q cells inoculated with *S. aureus *and in part in those with *E. coli *(profiles 25 and 33) showed a delayed up-regulation of genes after 6 h of inoculation (Figure 4). These different expression profiles are characterized by genes mainly associated with the functional categories 'cell death' (*ADM, AGR2, BIRC3, BNIP3, CASP3, CASP4, CCL5, DDX58, DUSP1, FLI1, IER3, IFI16, LMO2, NFKBIA, NOS2, PTGS2, STK38, USP18*), 'complement system' (*C1R, C1S *and *CFH*) and 'chemotaxis of neutrophils' (*CCL5 *and *CXCL2*).

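IL1B and CCL20 varied widely between the control cells of SCS-BTA18-q heifers at 6 h, the level from which the response at 6 h is counted. The log2 signal of IL1B in control cells at 6 h was 4.95 ± 0.39 (SD, n = 5) in SCS-BTA18-Q and 9.12 ± 3.12 (SD, n = 3) in SCS-BTA18-q cells (exact permutation test, p = 0.018, adjusted p = 0.16). For CCL20 it was 5.87 ± 0.39 (SD, n = 5) in SCS-BTA18-Q and 10.57 ± 3.81 (SD, n = 3) in SCS-BTA18-q cells (exact permutation test, p = 0.036, adjusted p = 0.21). The mean over the leukocyte migration genes was 8.04 ± 0.13 (SD, n = 5) in SCS-BTA18-Q and 9.25 ± 1.31 (SD, n = 3) in SCS-BTA18-q cells (exact permutation test, p = 0.11). On this list the 6 h control arrays of heifers 7 and 10 stood 1.32 and 0.12 log2 units above the other control arrays of the same heifer. That of heifer 11 stood 1.68 above the only other control array of this heifer, at 24 h. Of the genes higher at 24 h, 35.9% after E. coli and 44.2% after S. aureus had a mean response below 0 at 6 h in SCS-BTA18-Q cells. In SCS-BTA18-q cells the shares were 51.0% and 58.2%. Among probe sets at or above the median signal they were 12.2% and 19.6% in SCS-BTA18-Q and 38.8% and 51.0% in SCS-BTA18-q cells. Without the 6 h control arrays of heifers 7 and 11, which leaves 1 control array at 6 h, the shares over all probe sets in SCS-BTA18-q cells were 38.8% and 46.6%. The plot of the list's mean signal per array shows each heifer.

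**Figure D2:**
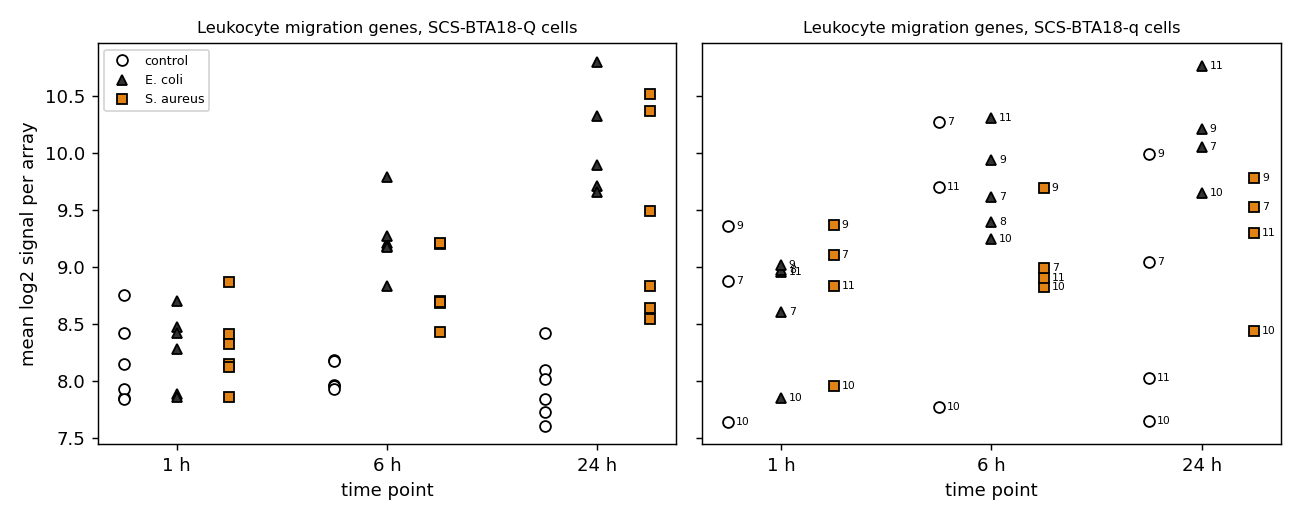
Mean log2 signal of the leukocyte migration genes on each array at 1, 6 and 24 h, with SCS-BTA18-Q cells on the left and SCS-BTA18-q cells on the right, symbols for control, E. coli and S. aureus, and heifer numbers on the right. The control arrays of SCS-BTA18-q cells at 6 h lie between 7.77 and 10.28 and those of SCS-BTA18-Q cells between 7.93 and 8.18.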

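NOS2, the inducible nitric oxide synthase, had a difference from control cells at 24 h after E. coli of 3.29 ± 1.03 (adjusted p = 0.088, and 0.0047 with heifer as a block) in SCS-BTA18-Q and 1.37 ± 1.20 (adjusted p = 0.80) in SCS-BTA18-q cells. IFI16, a sensor of DNA, had a difference of 1.44 ± 0.57 (adjusted p = 0.23, and 0.0061 with heifer as a block) in SCS-BTA18-Q and 2.14 ± 0.67 (adjusted p = 0.21, and 3.8e-04 with heifer as a block) in SCS-BTA18-q cells, and USP18, a brake on interferon signaling, of 1.32 ± 0.57 (adjusted p = 0.29) in SCS-BTA18-Q and 2.08 ± 0.67 (adjusted p = 0.23, and 0.0037 with heifer as a block) in SCS-BTA18-q cells. IER3, an early response gene that limits cell death, was at 1.01 ± 0.36 (adjusted p = 0.15, and 0.026 with heifer as a block) in SCS-BTA18-Q and 0.85 ± 0.42 (adjusted p = 0.51) in SCS-BTA18-q cells. C1R and C1S, proteases that start the complement cascade, had differences of 1.12 ± 0.58 (adjusted p = 0.42, and 2.0e-05 with heifer as a block) and 0.93 ± 0.88 (adjusted p = 0.74, and 4.2e-06 with heifer as a block) in SCS-BTA18-Q cells and of 0.71 ± 0.68 (adjusted p = 0.83) and 0.63 ± 1.03 (adjusted p = 0.92) in SCS-BTA18-q cells. ADM and BNIP3, induced by lack of oxygen, and the prostaglandin synthase PTGS2 were not called in either allele, at 0.31 ± 0.86 (adjusted p = 0.94), 0.29 ± 0.48 (adjusted p = 0.88) and 0.90 ± 1.13 (adjusted p = 0.82) in SCS-BTA18-Q cells. On the complement list, 2 of the 15 genes rose (3 adjusted over the list alone, 5 with heifer as a block) in SCS-BTA18-Q cells, with a median of 0.42 (adjusted p = 0.0012 from camera and adjusted p = 0.016 with an estimated correlation), and 0 rose in SCS-BTA18-q cells (3 adjusted over the list alone, 4 with heifer as a block). STK38, a kinase of cell division, was at 0.49 ± 0.23 (adjusted p = 0.47, and 0.030 with heifer as a block) in SCS-BTA18-q cells. DDX58 is not analysed here.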

**Figure 4:**
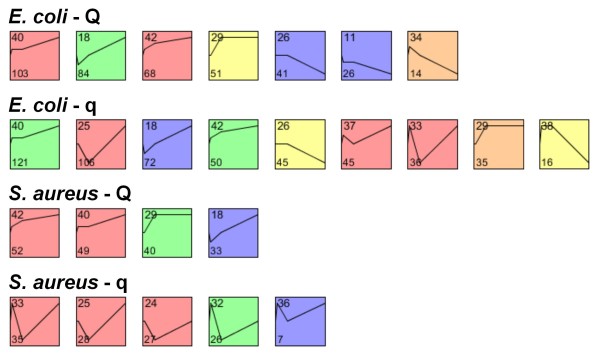
**Significant co-expression profiles**. Significantly enriched co-expression profiles clustered by the short time-series expression miner (STEM); profiles are ordered based on the p-value significance of the number of genes assigned to the co-expression profile versus the number of genes expected quantified by permutation; only significantly enriched profiles are shown; each square represents one probe level model; the line within the square represents the changes in the expression level during time-course between inoculated and control cells; in the upper left corner the number of the profile and in the lower left corner the number of assigned genes are shown; colors indicate similar profiles within each analysis.

To obtain a more detailed view of pathways affected by the SCS-BTA18-QTL alleles, all of the significantly co-expressed genes were included in the Ingenuity Pathway Analysis for a biological interpretation of the data. In a first step, Ingenuity canonical pathways were investigated. An overview of significantly affected canonical pathways is given in Figure 5. Comparing canonical pathways affected in SCS-BTA18-Q and SCS-BTA18-q cells as well as in *E. coli *and *S. aureus *inoculated cells indicated that most of the significant canonical pathways were affected in both SCS-BTA18-QTL groups. However, the different ranks of canonical pathways based on p-values and the number of co-regulated genes within pathways between SCS-BTA18-Q and SCS-BTA18-q cells indicated that there are pathogen-specific differences in the response to inoculation between both SCS-BTA18-QTL alleles. 

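Genes of NF-kappaB and its feedback, fixed before the data were examined, were higher as a list at 24 h after E. coli in both alleles. In SCS-BTA18-Q cells after E. coli, 11 of the 14 genes rose (13 adjusted over the list alone), with a median of 1.59 (adjusted p = 1.2e-26 from camera and adjusted p = 7.6e-04 with an estimated correlation), and in SCS-BTA18-q cells 0 of the 14 genes rose (9 adjusted over the list alone, 8 with heifer as a block), with a median of 1.01 (adjusted p = 3.2e-13 from camera and adjusted p = 0.025 with an estimated correlation). After S. aureus, 5 of the 14 genes rose (12 adjusted over the list alone, 11 with heifer as a block) in SCS-BTA18-Q cells, with a median of 1.30 (adjusted p = 1.0e-26 from camera and adjusted p = 0.0011 with an estimated correlation), against a median of 0.38 in SCS-BTA18-q cells (adjusted p = 3.7e-04 from camera and adjusted p = 0.71 with an estimated correlation), where 0 were called with or without the block. The response in SCS-BTA18-Q minus that in SCS-BTA18-q cells had a median over these genes of 0.36 after E. coli (adjusted p = 0.016 from camera and adjusted p = 0.71 with an estimated correlation) and of 0.78 after S. aureus (adjusted p = 1.2e-08 from camera and adjusted p = 0.11 with an estimated correlation). Of 31 gene lists, camera called the difference between the alleles at 1, 6 and 24 h in 1, 8 and 12 after E. coli and in 2, 14 and 13 after S. aureus, and with an estimated correlation in 0 each time (7 at 6 h and 1 at 24 h after S. aureus with heifer as a block as well).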

In SCS-BTA18-q cells, the most significantly affected canonical pathways were 'communication between innate and adaptive immune cells' as well as 'acute phase response signaling', whereas in SCS-BTA18-Q cells 'dentritic cell maturation' and 'TWEAK signaling' were predominantly affected. 'Dentritic cell maturation' and 'acute phase response signaling' were two of the most significantly affected pathways for both SCS-BTA18-QTL alleles and both pathogen challenges. However, *E. coli *inoculated SCS-BTA18-Q cells showed a significantly higher number of differentially expressed genes in comparison to SCS-BTA18-q cells and both *S. aureus *inoculated cells (Table 6). 

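Acute phase response signaling genes of Table 6 rose after E. coli in SCS-BTA18-Q cells, where 14 of the 24 genes rose (18 adjusted over the list alone), with a median of 1.86 (adjusted p = 1.9e-31 from camera and adjusted p = 2.2e-05 with an estimated correlation). In SCS-BTA18-q cells, 0 of the 24 genes rose (12 adjusted over the list alone, 15 with heifer as a block), with a median of 0.99 (adjusted p = 2.8e-17 from camera and adjusted p = 0.0033 with an estimated correlation). SOD2, the mitochondrial superoxide dismutase, and C2, a complement protease, rose in SCS-BTA18-Q cells by 2.11 ± 0.43 (adjusted p = 0.0025) and 1.85 ± 0.36 (adjusted p = 0.0013). For the dendritic cell maturation genes of Table 6, 11 of the 22 genes rose (17 adjusted over the list alone, 19 with heifer as a block) in SCS-BTA18-Q cells, with a median of 1.74 (adjusted p = 5.5e-24 from camera and adjusted p = 7.6e-04 with an estimated correlation). In SCS-BTA18-q cells, 0 of the 22 genes rose (9 adjusted over the list alone, 13 with heifer as a block), with a median of 1.14 (adjusted p = 6.8e-13 from camera and adjusted p = 0.021 with an estimated correlation). The study chose both lists on these samples, so these results are not independent evidence.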

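After S. aureus, NFKB2, which encodes the p100 precursor of p52, rose by 1.50 ± 0.36 (adjusted p = 0.049) in SCS-BTA18-Q cells and had a difference of 0.44 ± 0.44 (adjusted p = 1.00) in SCS-BTA18-q cells. Of the dendritic cell maturation genes, 5 of the 22 genes rose (12 adjusted over the list alone, 14 with heifer as a block) after S. aureus in SCS-BTA18-Q cells, with a median of 1.24 (adjusted p = 7.5e-22 from camera and adjusted p = 0.0014 with an estimated correlation), and the median in SCS-BTA18-q cells was 0.40 (adjusted p = 2.8e-04 from camera and adjusted p = 0.70 with an estimated correlation). For acute phase response signaling, 6 of the 24 genes rose (15 adjusted over the list alone, 16 with heifer as a block), with a median of 1.15 (adjusted p = 1.7e-27 from camera and adjusted p = 2.2e-04 with an estimated correlation), against 0.42 (adjusted p = 6.9e-06 from camera and adjusted p = 0.42 with an estimated correlation). Tested between the alleles at 24 h after E. coli, the median of the dendritic cell maturation genes differed by 0.50 (adjusted p = 0.025 from camera and adjusted p = 0.71 with an estimated correlation) and that of acute phase response signaling by 0.52 (adjusted p = 0.016 from camera and adjusted p = 0.71 with an estimated correlation). Both lists were chosen by the study and are not independent evidence. The genes that mark leukocytes differed in the same direction at 24 h after E. coli, by a median of 0.63 (adjusted p = 0.017 from camera and adjusted p = 0.074 with an estimated correlation), with 12 of 14 positive. At 6 h after S. aureus the dendritic cell maturation genes differed by a median of 0.67 (adjusted p = 6.3e-06 from camera, 0.26 with an estimated correlation, and 0.050 with heifer as a block as well). Those of acute phase response signaling differed by 0.66 (adjusted p = 1.1e-06 from camera, 0.25 with an estimated correlation, and 0.050 with heifer as a block as well). Both 6 h differences rest on 3 control arrays of SCS-BTA18-q cells, between which genes of both lists varied widely. IL1B was at 9.12 ± 3.12 (SD, n = 3) there and at 4.95 ± 0.39 (SD, n = 5) in control SCS-BTA18-Q cells. For NFKBIA these were 10.51 ± 1.49 and 8.34 ± 0.29.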

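Cattle genes of MHC class II carry the prefix BOLA, and BOLA-DRA and BOLA-DRB3, the chains of the DR molecule, had differences at 24 h after E. coli of 2.62 ± 0.80 (adjusted p = 0.077, and 2.5e-07 with heifer as a block) and 2.11 ± 0.73 (adjusted p = 0.14, and 3.0e-10 with heifer as a block) in SCS-BTA18-Q cells. In SCS-BTA18-q cells they were at 2.27 ± 0.93 (adjusted p = 0.38, and 9.2e-05 with heifer as a block) and 1.18 ± 0.85 (adjusted p = 0.73, and 3.3e-04 with heifer as a block). BOLA-DMA and BOLA-DMB, which load peptides, were at 0.91 ± 0.38 (adjusted p = 0.26, and 0.0085 with heifer as a block) and 1.21 ± 0.47 (adjusted p = 0.21, and 6.7e-05 with heifer as a block), and BOLA-DQA1 and BOLA-DQB1 at 1.49 ± 0.78 (adjusted p = 0.42, and 6.9e-04 with heifer as a block) and 1.57 ± 1.13 (adjusted p = 0.61, and 3.5e-06 with heifer as a block), in SCS-BTA18-Q cells. On the MHC class II list, 0 of the 9 genes rose (4 adjusted over the list alone, 6 with heifer as a block) there, with a median of 1.21 (adjusted p = 2.4e-05 from camera and adjusted p = 0.027 with an estimated correlation), and in SCS-BTA18-q cells the median was 0.65 (adjusted p = 0.012 from camera, adjusted p = 0.21 with an estimated correlation, and adjusted p = 0.012 with heifer as a block as well). NFKB1, the precursor of p50, rose by 1.10 ± 0.27 (adjusted p = 0.020) in SCS-BTA18-Q cells, and the inhibitors NFKBIB and NFKBIE were at 0.90 ± 0.29 (adjusted p = 0.11, and 0.0061 with heifer as a block) and 1.10 ± 0.38 (adjusted p = 0.13, and 0.017 with heifer as a block). IL1RN, which blocks the interleukin 1 receptor, rose by 1.86 ± 0.36 (adjusted p = 0.0012) in SCS-BTA18-Q cells and was at 1.10 ± 0.42 (adjusted p = 0.32, and 0.026 with heifer as a block) in SCS-BTA18-q cells. RELB and IL1F6 are not analysed here.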

The most prominent genes associated with 'dendritic cell maturation' belonged to the major histocompatibility complex class 2 molecules namely *HLA-DMA, HLA-DMB, HLA-DQA1, HLA-DQB1, HLA-DRA *and *HLA-DRB1*, to genes involved in NF-kappaB signaling, namely *NFKB1, NFKB2, NFKBIA, NFKBIB, NFKBIE, IKBKE *and *RELB *and to the Interleukin 1 cytokine family members, namely *IL1A, IL1B, IL1F6 *and *IL1RN*. Genes like *CD40, NFKBIA, NFKBIZ, IKBKE, TLR2, IL1A *and *IL1B *that are also involved in 'dendritic cell maturation' showed an earlier and superior pathogen specific up-regulation in SCS-BTA18-Q cells in comparison to the SCS-BTA18-q cells. In contrast, genes of the 'acute phase response signaling' pathway such as *SAA3P, IL6 *and *NFKB2 *showed an earlier and higher up-regulation after inoculation with both pathogens in SCS-BTA18-Q cells in comparison to SCS-BTA18-q cells (Figure 4, profiles 40 and 42).

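TLR2, the receptor of bacterial lipoproteins, rose by 2.21 ± 0.53 (adjusted p = 0.014) after E. coli and by 2.10 ± 0.51 (adjusted p = 0.049) after S. aureus at 24 h in SCS-BTA18-Q cells. Its control mean lies under the median signal of each array, and with 32 added to each signal, a test chosen after the values were seen, the difference after S. aureus was 1.81 (adjusted p = 0.053) and no longer called. In SCS-BTA18-q cells its differences were 0.89 ± 0.62 (adjusted p = 0.72) and 0.24 ± 0.62 (adjusted p = 1.00). IL1A, a cytokine held in epithelial cells, rose by 3.03 ± 0.82 (adjusted p = 0.037) after E. coli in SCS-BTA18-Q cells, where another of its probe sets was not called, and was at 2.54 ± 0.96 (adjusted p = 0.31, and 0.016 with heifer as a block) in SCS-BTA18-q cells. IKBKE, a kinase of interferon and NF-kappaB signaling, rose by 2.15 ± 0.36 (adjusted p = 1.1e-04), again with another probe set that was not called, and was at 1.18 ± 0.42 (adjusted p = 0.26, and 0.022 with heifer as a block) in SCS-BTA18-q cells. At 6 h after E. coli, IL1A was at 2.85 ± 0.82 (adjusted p = 0.32, and 0.018 with heifer as a block) in SCS-BTA18-Q and 1.36 ± 0.99 (adjusted p = 1.00) in SCS-BTA18-q cells, and NFKBIZ, a nuclear regulator of NF-kappaB, at 2.23 ± 0.54 (adjusted p = 0.17, and 0.0020 with heifer as a block) in SCS-BTA18-Q and 1.31 ± 0.65 (adjusted p = 0.95) in SCS-BTA18-q cells. For CD40, a receptor of the TNF family, the brightest probe set was at -0.07 ± 0.16 (adjusted p = 0.92) at 24 h after E. coli in SCS-BTA18-Q cells, and its other probe set rose by 2.15 ± 0.44 (adjusted p = 0.0028). In SCS-BTA18-q cells that other probe set was at 1.57 ± 0.51 (adjusted p = 0.23, and 0.0042 with heifer as a block). Of the genes named here, none was called for a difference between the alleles at 6 or 24 h after either pathogen.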

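IL6, a cytokine that drives the acute phase, rose in SCS-BTA18-Q cells at 24 h, by 3.47 ± 0.73 (adjusted p = 0.0038) after E. coli and by 2.99 ± 0.70 (adjusted p = 0.045) after S. aureus, and in SCS-BTA18-q cells its differences were 2.12 ± 0.85 (adjusted p = 0.37, and 0.040 with heifer as a block) and 0.99 ± 0.85 (adjusted p = 1.00). At 6 h IL6 was at 2.13 ± 0.73 (adjusted p = 0.59) in SCS-BTA18-Q and 0.77 ± 0.88 (adjusted p = 1.00) in SCS-BTA18-q cells after E. coli. The gene written SAA3P in the paper is read here as SAA3, and at 6 h it was at 3.75 ± 1.18 (adjusted p = 0.46, and 0.025 with heifer as a block) in SCS-BTA18-Q and 1.28 ± 1.42 (adjusted p = 1.00) in SCS-BTA18-q cells after E. coli and at 3.89 ± 1.18 (adjusted p = 0.63) in SCS-BTA18-Q and 1.11 ± 1.49 (adjusted p = 1.00) in SCS-BTA18-q cells after S. aureus. NFKB2 rose by 1.94 ± 0.38 (adjusted p = 0.0014) at 24 h after E. coli in SCS-BTA18-Q cells and was at 1.27 ± 0.44 (adjusted p = 0.26, and 0.023 with heifer as a block) in SCS-BTA18-q cells. In control cells the log2 signal of IL6 at 24 h was 7.58 ± 1.15 (SD, n = 6) in SCS-BTA18-Q and 10.25 ± 1.68 (SD, n = 4) in SCS-BTA18-q cells (exact permutation test, p = 0.0095, adjusted p = 0.16).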

**Figure 5:**
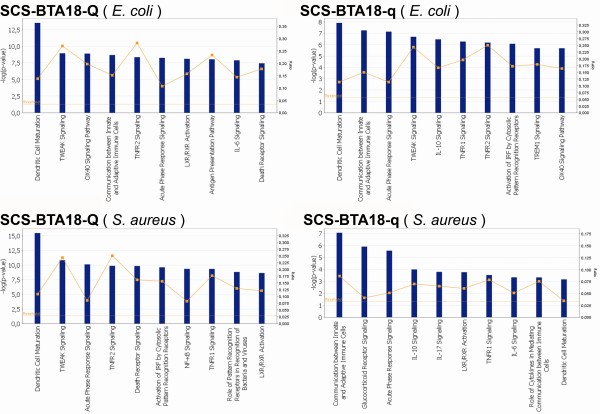
**Overview canonical pathways**. Ingenuity canonical pathways affected during time-course between inoculated and control cells in SCS-BTA18-Q and SCS-BTA18-q cells inoculated with *E. coli *and *S. aureus*, respectively; blue bars indicate p-value significance and the orange threshold line indicates the p ≤ 0.05 significance thresholds; orange squares and lines indicate the ratio of genes found to be involved in the specific pathway to the overall number of genes involved in that pathway.

**Table 6:** Gene table canonical pathways

QTL allele	Pathogen	Canonical pathway	Genes
SCS-BTA18-Q	*E.coli*	Dendritic cell maturation	*HLA-DMA, IL1A, ICAM1, RELB, NFKBIE, IL1F6, HLA-DQA1, HLA-DRB1, LTB, HLA-DMB, IKBKE, IL6, NFKB2, NFKB1, TLR2, HLA-DQB1, NFKBIA, HLA-A, CD40, IL1RN, HLA-DRA, COL10A1, IL1B, NFKBIB*
		Acute phase response signaling	*IL1A, SAA3P, APOA1, RRAS, NFKBIE, C1S, IL1F6, IKBKE, IL6, NFKB2, NFKB1, HMOX2, C1R, SOD2, NFKBIA, IL1RN, CFB, IL1B, NFKBIB*
SCS-BTA18-q	*E.coli*	Dendritic cell maturation	*HLA-DMA, IL1A, ICAM1, NFKBIE, IL1F6, HLA-DRB1, LTB, IKBKE, HLA-DMB, IL6, NFKB2, NFKB1, TLR2, HLA-DQB1, NFKBIA, HLA-A, CD40, IL1RN, HLA-DRA, IL1B*
		Acute phase response signaling	*IL1A, SAA3P, C3, NFKBIE, C1S, SOCS2, IL1F6, IKBKE, IL6, NFKB2, NFKB1, HMOX2, C1R, HMOX1, SOD2, NFKBIA, IL1RN, CFB, IL1B, C2*
SCS-BTA18-Q	*S. aureus*	Dendritic cell maturation	*IL1A, ICAM1, RELB, NFKBIE, HLA-DQA1, PIK3R5, HLA-DRB1, LTB, IKBKE, IL6, NFKB2, NFKB1, TLR2, HLA-DQB1, NFKBIA, CD40, IL1RN, HLA-DRA, IL1B*
		Acute phase response signaling	*SOCS1, IL1A, SAA3P, APOA1, NFKBIE, IKBKE, NFKB2, IL6, NFKB1, HMOX2, NFKBIA, SOD2, IL1RN, CFB, IL1B*
SCS-BTA18-q	*S. aureus*	Acute phase response signaling	*C1R, HMOX1, IL1A, NFKBIA, C1S, IL1F6, IL6, FGG, CRABP1*
		Dendritic cell maturation	*HLA-DQB1, IL1A, NFKBIA, IL1F6, CD83, IL6*

Summary of genes associated with Ingenuity canonical pathways 'dendritic cell maturation' and 'acute phase response signaling' in *S. aureus *and *E. coli *inoculated SCS-BTA18-Q and SCS-BTA18-q cells, respectively.

In addition, we investigated genes that are involved in the 'migration of leukocytes' associated with the physiological system development and function category 'immune cell trafficking', which was significantly regulated by both pathogen challenges and SCS-BTA18-QTL alleles (Table 4). This was done, because genes involved in leukocyte migration could have a large effect on pathogen clearance and on SCS. 

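VCAM1, an adhesion molecule for leukocytes, rose by 2.46 ± 0.65 (adjusted p = 0.033) at 24 h after E. coli in SCS-BTA18-Q cells, and CCL2, which attracts monocytes, by 3.60 ± 0.91 (adjusted p = 0.022). In SCS-BTA18-q cells CCL2 was at 2.28 ± 1.06 (adjusted p = 0.47, and 0.019 with heifer as a block). Of the leukocyte migration genes in Table 7, 16 of the 32 genes rose (24 adjusted over the list alone) after E. coli in SCS-BTA18-Q cells, with a median of 1.67 (adjusted p = 1.6e-31 from camera and adjusted p = 2.2e-05 with an estimated correlation). In SCS-BTA18-q cells, 0 of the 32 genes rose (9 adjusted over the list alone, 16 with heifer as a block), with a median of 1.06 (adjusted p = 4.4e-19 from camera and adjusted p = 0.0021 with an estimated correlation). After S. aureus in SCS-BTA18-Q cells, 3 of the 32 genes rose (20 adjusted over the list alone, 18 with heifer as a block), with a median of 1.30 (adjusted p = 2.6e-25 from camera and adjusted p = 2.7e-04 with an estimated correlation). The study took these genes from the same samples, so the list is not independent evidence.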

Here, we applied the hierarchical clustering method implemented in the MeV MultiExperiment Viewer v4.4 [39,40] to compare and visualize gene expression between SCS-BTA18-Q and SCS-BTA18-q cells after pathogen challenge (Figure 6). In both challenges, SCS-BTA18-Q cells showed a faster response in comparison to SCS-BTA18-q cells. Thus, after inoculation with both pathogens cytokines showed an earlier and faster up-regulation towards time point 24 h in SCS-BTA18-Q cells in comparison to SCS-BTA18-q cells. In addition, a substantial difference in the composition of cytokines up-regulated in response to *S. aureus *challenge between SCS-BTA18-Q and SCS-BTA18-q cells was observed (Table 7). 

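The leukocyte migration genes had a mean response at 6 h after E. coli of 1.29 ± 0.21 (SD, n = 5) in SCS-BTA18-Q and 0.47 ± 1.08 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.089). The response was above 0 in all 5 SCS-BTA18-Q and in 2 of the 3 SCS-BTA18-q heifers. At 1 h it was 0.11 ± 0.19 (SD, n = 6) in SCS-BTA18-Q and -0.14 ± 0.30 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.17), and at 24 h 2.09 ± 0.60 (SD, n = 5) in SCS-BTA18-Q and 1.49 ± 1.11 (SD, n = 4) in SCS-BTA18-q heifers (exact permutation test, p = 0.34). After S. aureus the mean response of these genes was 0.13 ± 0.18 (SD, n = 6) in SCS-BTA18-Q and 0.19 ± 0.16 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.67) at 1 h and 0.71 ± 0.37 (SD, n = 5) in SCS-BTA18-Q and -0.34 ± 1.24 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.12) at 6 h. Over 18 such comparisons, of 3 gene lists, 2 pathogens and 3 time points, the lowest adjusted p was 0.35. The differences of the leukocyte migration genes moved with single heifers left out. At 6 h after E. coli the alleles differed by 0.82, by 0.25 without heifer 7 and by 1.32 without heifer 10. At 24 h after E. coli they differed by 0.59, by 0.17 without heifer 9 and by 1.01 without heifer 11. At 6 h after S. aureus they differed by 1.05, by 0.58 without heifer 7 and by 1.75 without heifer 10. The plot of responses per heifer shows the spread.

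**Figure D3:**
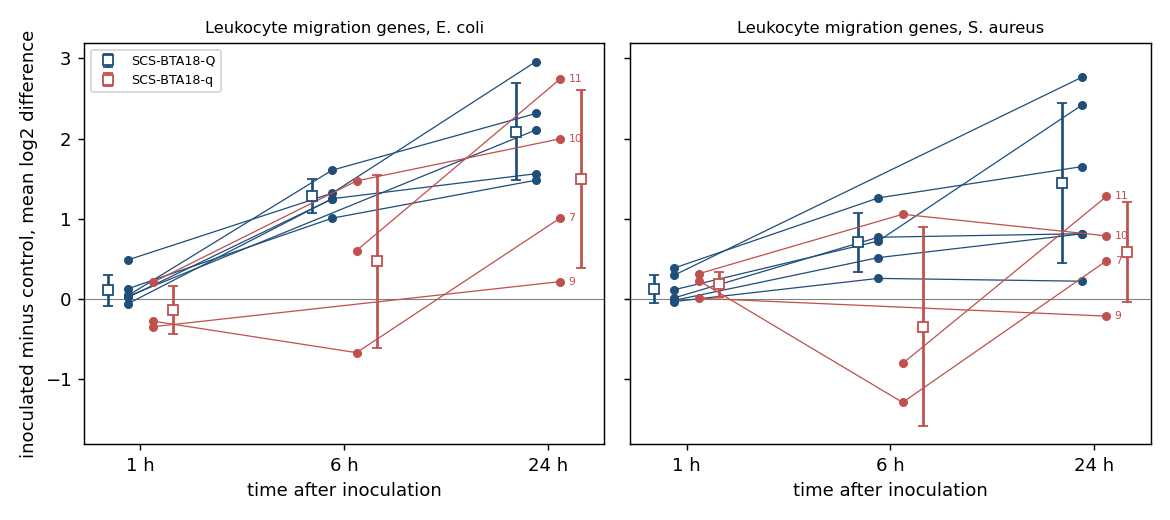
Mean response of the leukocyte migration genes in each heifer, inoculated minus control on the log2 scale, at 1, 6 and 24 h after E. coli (left) and S. aureus (right). Squares with bars are the mean ± SD of an allele and numbers name SCS-BTA18-q heifers, which at 6 h after S. aureus have a mean of -0.34.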

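The chemokines had a mean response at 6 h after E. coli of 1.97 ± 0.32 (SD, n = 5) in SCS-BTA18-Q and 0.76 ± 1.20 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.054), the lowest p of the 18 comparisons. After S. aureus it was 0.96 ± 0.75 (SD, n = 5) in SCS-BTA18-Q and -0.50 ± 1.46 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.12) at 6 h and 1.64 ± 1.14 (SD, n = 6) in SCS-BTA18-Q and 0.83 ± 0.64 (SD, n = 4) in SCS-BTA18-q heifers (exact permutation test, p = 0.23) at 24 h. At 6 h after E. coli the mean responses of the alleles differed by 1.22, by 0.62 without heifer 7 and by 1.83 without heifer 10. After S. aureus these were 1.46, 0.90 and 2.29. The median difference of the chemokines between the alleles at 6 h after S. aureus was 1.32 (adjusted p = 3.8e-04 from camera, 0.25 with an estimated correlation, and 0.050 with heifer as a block as well). In control cells at 6 h the mean over the chemokines was 7.36 ± 0.35 (SD, n = 5) in SCS-BTA18-Q and 9.17 ± 1.58 (SD, n = 3) in SCS-BTA18-q cells. CXCL8 had a difference at 6 h after E. coli of 4.00 ± 0.99 (adjusted p = 0.17, and 0.012 with heifer as a block) in SCS-BTA18-Q and 1.72 ± 1.19 (adjusted p = 1.00) in SCS-BTA18-q cells, and IL1B of 4.36 ± 1.02 (adjusted p = 0.13, and 0.0048 with heifer as a block) in SCS-BTA18-Q and 1.96 ± 1.22 (adjusted p = 1.00) in SCS-BTA18-q cells. For inflammatory cytokines at 6 h after E. coli, 0 of the 14 genes were called in SCS-BTA18-Q cells (6 rose adjusted over the list alone, 3 with heifer as a block), with a median of 1.06 (adjusted p = 1.3e-11 from camera and adjusted p = 0.0031 with an estimated correlation). In SCS-BTA18-q cells the median was 0.59 (adjusted p = 0.0067 from camera and adjusted p = 0.43 with an estimated correlation), and with heifer as a block it was 0.40 (adjusted p = 0.056 from camera). The difference between the alleles had a median of 0.83 (adjusted p = 0.043 from camera and adjusted p = 0.53 with an estimated correlation).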

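CXCL5, a chemokine of neutrophils, rose by 1.96 ± 0.42 (adjusted p = 0.032) at 24 h after S. aureus in SCS-BTA18-Q cells, and ZC3H12A, which degrades cytokine mRNA, rose by 2.14 ± 0.44 (adjusted p = 0.022). CXCL2 was at 3.98 ± 0.98 (adjusted p = 0.055, and 2.1e-04 with heifer as a block) in SCS-BTA18-Q and 2.55 ± 1.20 (adjusted p = 1.00) in SCS-BTA18-q cells, and CCL20 at 4.24 ± 1.28 (adjusted p = 0.16, and 0.0033 with heifer as a block) in SCS-BTA18-Q and 2.49 ± 1.56 (adjusted p = 1.00) in SCS-BTA18-q cells. On the list of inflammatory cytokines, 3 of the 14 genes rose (7 adjusted over the list alone, 7 with heifer as a block) in SCS-BTA18-Q cells, with a median of 1.15 (adjusted p = 8.4e-12 from camera and adjusted p = 0.0012 with an estimated correlation). In SCS-BTA18-q cells none was called, and the median was 0.25 (adjusted p = 0.12 from camera and adjusted p = 0.71 with an estimated correlation). Between the alleles the responses differed by a median of 1.04 (adjusted p = 5.6e-05 from camera and adjusted p = 0.11 with an estimated correlation).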

In *E. coli *inoculated SCS-BTA18-Q cells, 22 of the 29 genes affecting leukocyte migration were also up-regulated in SCS-BTA18-q cells, whereas in *S. aureus *inoculated SCS-BTA18-Q cells, only four of the 18 genes significantly co-expressed were also up-regulated in SCS-BTA18-q cells (Table 7). In particular, the elevated expression level of *CXCL2 *and *CXCL3 *1 h after inoculation with *E. coli *showed that SCS-BTA18-Q cells can initiate an early response to inoculation by the up-regulation of cytokines involved in the inflammatory response and in chemotaxis in comparison to SCS-BTA18-q cells. Furthermore, the hierarchical clustering indicated that the up-regulation of genes involved in leukocyte migration already occurred preferentially in the first 6 h in SCS-BTA18-Q cells inoculated with *E. coli*, whereas in SCS-BTA18-q cells several genes (*CXCL2, NFKBIA*) did not show an elevated expression until 24 h after inoculation. 

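CCL20 was at 3.80 ± 1.56 (adjusted p = 0.38, and 0.031 with heifer as a block) at 24 h after E. coli in SCS-BTA18-q cells and counted as up-regulated in both alleles by the size of its response over time. Of the 32 leukocyte migration genes measured, 25 spanned at least 0.75 log2 units and were higher at 24 h after E. coli in SCS-BTA18-Q cells, 27 in SCS-BTA18-q cells and 22 in both. After S. aureus these were 23, 13 and 10 genes. By limma at 24 h, 16 genes were called after E. coli in SCS-BTA18-Q and 0 in SCS-BTA18-q cells, and with heifer as a block 22 and 16, of which 16 were shared. After S. aureus they were 3 and 0, and with heifer as a block 18 and 0. No gene of the list was called for a difference between the responses of the alleles at 24 h.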

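CXCL2, a chemokine of neutrophils, had a difference at 1 h after E. coli of 1.19 ± 0.98 (adjusted p = 0.91) in SCS-BTA18-Q cells, higher than control in 6 of 6 heifers, and of 1.11 ± 1.24 (adjusted p = 1.00) in SCS-BTA18-q cells, higher in 2 of 3. CXCL3, its close paralog, was at 0.96 ± 0.56 (adjusted p = 0.75) and -0.22 ± 0.71 (adjusted p = 1.00). The chemokines had a mean response at 1 h of 0.30 ± 0.30 (SD, n = 6) in SCS-BTA18-Q and 0.03 ± 0.39 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.29). For NF-kappaB genes the mean response at 1 h was 0.28 ± 0.21 (SD, n = 6) in SCS-BTA18-Q and -0.12 ± 0.35 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.071). With camera their median difference from control cells at 1 h was 0.33 in SCS-BTA18-Q cells (adjusted p = 0.023 from camera and adjusted p = 0.93 with an estimated correlation).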

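At 6 h after E. coli, CXCL2 was at 4.49 ± 1.03 (adjusted p = 0.13, and 3.8e-04 with heifer as a block) in SCS-BTA18-Q cells, above control in 5 of 5 heifers, and at 1.67 ± 1.24 (adjusted p = 1.00) in SCS-BTA18-q cells, above control in 2 of 3. NFKBIA, the inhibitor that NF-kappaB induces, was at 2.04 ± 0.57 (adjusted p = 0.32, and 0.025 with heifer as a block) in SCS-BTA18-Q cells and at 0.22 ± 0.68 (adjusted p = 1.00) in SCS-BTA18-q cells. At 24 h CXCL2 was at 4.94 ± 1.03 (adjusted p = 0.0033) in SCS-BTA18-Q and 3.48 ± 1.20 (adjusted p = 0.25, and 0.0059 with heifer as a block) in SCS-BTA18-q cells, and NFKBIA at 2.16 ± 0.57 (adjusted p = 0.030) in SCS-BTA18-Q and 0.84 ± 0.66 (adjusted p = 0.77) in SCS-BTA18-q cells. The log2 signal of NFKBIA in control cells at 6 h was 8.34 ± 0.29 (SD, n = 5) in SCS-BTA18-Q and 10.51 ± 1.49 (SD, n = 3) in SCS-BTA18-q cells (exact permutation test, p = 0.018, adjusted p = 0.16). For CXCL2 in these cells it was 8.29 ± 0.50 (SD, n = 5) in SCS-BTA18-Q and 11.51 ± 3.24 (SD, n = 3) in SCS-BTA18-q cells (exact permutation test, p = 0.089). Of the leukocyte migration genes at 6 h after E. coli, 0 of 32 were called in SCS-BTA18-Q cells (10 rose adjusted over the list alone, 8 with heifer as a block), with a median of 0.59 (adjusted p = 2.1e-15 from camera and adjusted p = 0.0045 with an estimated correlation), and the median in SCS-BTA18-q cells was 0.37 (adjusted p = 0.0080 from camera and adjusted p = 0.58 with an estimated correlation). With heifer as a block the latter was 0.21 (adjusted p = 0.052 from camera).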

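For CXCL8 the difference from control cells at 24 h after S. aureus was 3.68 ± 0.94 (adjusted p = 0.067, and 0.0027 with heifer as a block) in SCS-BTA18-Q and 1.94 ± 1.16 (adjusted p = 1.00) in SCS-BTA18-q cells. At 6 h after S. aureus, the response of the leukocyte migration genes in SCS-BTA18-Q minus that in SCS-BTA18-q cells had a median of 0.68 (adjusted p = 6.3e-06 from camera, adjusted p = 0.25 with an estimated correlation, and adjusted p = 0.050 with heifer as a block as well), and after E. coli of 0.40 (adjusted p = 0.0037 from camera and adjusted p = 0.53 with an estimated correlation). At 24 h the medians were 0.70 after S. aureus (adjusted p = 1.1e-06 from camera and adjusted p = 0.11 with an estimated correlation) and 0.71 after E. coli (adjusted p = 0.030 from camera and adjusted p = 0.71 with an estimated correlation). The NF-kappaB genes had a mean response at 6 h after S. aureus of 0.79 ± 0.35 (SD, n = 5) in SCS-BTA18-Q and -0.14 ± 0.98 (SD, n = 3) in SCS-BTA18-q heifers (exact permutation test, p = 0.089). Their median difference between the alleles there was 0.75 (adjusted p = 3.5e-08 from camera, 0.25 with an estimated correlation, and 0.050 with heifer as a block as well). These differences between the alleles at 6 h rest on 3 control arrays of SCS-BTA18-q cells. Over the leukocyte migration genes, those of heifers 7 and 11 stood 1.32 and 1.68 above the other control arrays of the same heifer. Without heifer 7, the difference in mean response at 6 h after S. aureus went from 1.05 to 0.58 for these genes. For the NF-kappaB genes it went from 0.93 to 0.48. A difference between the pathogens in the difference between the alleles was not tested.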

The difference in the regulation of genes during time-course between SCS-BTA18-q and SCS-BTA18-Q cells was more pronounced in *S. aureus *than in *E. coli *inoculated cells, which could be attributed to the delayed up-regulation of genes 6 h after inoculation in SCS-BTA18-q (Figure 4). Thus, after *S. aureus *inoculation, SCS-BTA18-Q cells showed a continuous up-regulation towards time point 24 h in the corresponding hierarchical clustering analysis, whereas the expression data of SCS-BTA18-q cells at time point 24 h and of both SCS-BTA18-Q and SCS-BTA18-q cells at time point 1 h were clustered together. 

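The leukocyte migration genes had a mean response at 24 h after S. aureus of 1.45 ± 1.00 (SD, n = 6) in SCS-BTA18-Q and 0.58 ± 0.62 (SD, n = 4) in SCS-BTA18-q heifers (exact permutation test, p = 0.18). In SCS-BTA18-q cells their median difference from control cells at that time was 0.43 (adjusted p = 2.8e-05 from camera and adjusted p = 0.42 with an estimated correlation). At 6 h in SCS-BTA18-Q cells their median was 0.49 (adjusted p = 3.6e-08 from camera and adjusted p = 0.046 with an estimated correlation), and in SCS-BTA18-q cells 0.02 (adjusted p = 0.96 from camera and adjusted p = 1.00 with an estimated correlation). CCL2 after S. aureus was at 1.60 ± 0.91 (adjusted p = 1.00) at 6 h and 2.63 ± 0.87 (adjusted p = 0.21, and 0.0011 with heifer as a block) at 24 h in SCS-BTA18-Q cells, and at 0.27 ± 1.15 (adjusted p = 1.00) and 0.82 ± 1.06 (adjusted p = 1.00) in SCS-BTA18-q cells.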

In summary, SCS-BTA18-q showed a less distinct and delayed response to pathogen challenge in comparison to SCS-BTA18-Q in both *S. aureus *and *E. coli *inoculated cells, and *E. coli *inoculated cells triggered a faster and more distinctive response to pathogen challenge than *S. aureus *did. 

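CFB, factor B of complement, rose by 4.17 ± 0.63 (adjusted p = 1.8e-05) at 24 h after E. coli in SCS-BTA18-Q cells, was at 3.23 ± 0.74 (adjusted p = 0.063, and 1.0e-04 with heifer as a block) in SCS-BTA18-q cells, and rose by 2.66 ± 0.60 (adjusted p = 0.038) after S. aureus in SCS-BTA18-Q cells. Tested as a difference between the responses of the alleles, limma called 0 genes at 1, 6 and 24 h after either pathogen. The probe sets with an unadjusted p under 0.05 numbered 1154, 516 and 963 after E. coli and 1116, 443 and 679 after S. aureus. With heifer as a block 72 and 82 genes were called at 1 h and 0 at 6 and 24 h. The counts at 1 h were 2 and 31 with heifer as a random block, and 14 and 3 with the fixed block and quantile normalization, chosen after the values were seen. The hybridization controls at 1 h differed between inoculated and control arrays by 0.57 and 0.52 in SCS-BTA18-Q and by 0.18 and -0.03 in SCS-BTA18-q cells. The 0.18 includes the array of heifer 8 at 11.9, against 10.98 to 11.17 on the other arrays of that group and a control mean of 11.09. With the hybridization level as a covariate beside the block, also chosen later, 0 genes were called. That count does not show whether the differences shrank or their errors grew. Markers of basal and myoepithelial cells were higher in this 1 h difference with the block, by a median of 0.51 (adjusted p = 5.7e-04 from camera and 0.058 with an estimated correlation) after E. coli and 0.46 (adjusted p = 8.3e-04 from camera and 0.071 with an estimated correlation) after S. aureus, and those of luminal cells by 0.24 (adjusted p = 0.053 from camera and 0.62 with an estimated correlation) and 0.20 (adjusted p = 0.012 from camera and 0.32 with an estimated correlation). Across genes the response at 24 h after E. coli in SCS-BTA18-Q cells correlated with that in SCS-BTA18-q cells at r = 0.44, without shared arrays. Of the genes changed with heifer as a block, 1115 and 656, 183 rose in both, 149 fell in both and 1 moved in opposite directions, where independent picks would share 17.5 and 22.1. Between the pathogens in SCS-BTA18-Q cells at 24 h, 20 genes rose and 1 fell after both, of 186 after E. coli and 26 after S. aureus, where independent picks would share 0.319 and 0.0262, and groups simulated without change, with shared controls, shared 0. The correlation across genes was 0.67 (covariance 0.17), against 0.48 (covariance 0.09) in the simulated groups and 0.31 (covariance 0.10) with the controls split between the pathogens, where the median overlap was 0. For SCS-BTA18-q cells it was 0.56 (covariance 0.14), against 0.50 (covariance 0.13) in the simulated groups and -0.13 (covariance -0.06) with the controls split. From the profiles, pathways and clustering together, the paper concludes that SCS-BTA18-q cells respond later and less distinctly than SCS-BTA18-Q cells, and that E. coli triggers the faster response.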

To identify potential candidate genes underlying the SCS-BTA18-QTL, a combined survey considering differentially expressed and positional candidate genes was performed, indicating a single gene, *v-rel reticuloendotheliosis viral oncogen homolog B *(*RELB*) to be differentially expressed after inoculation in SCS-BTA18-Q, but not SCS-BTA18-q cells and to be located in the vicinity of the SCS-BTA18-QTL.

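BCL3, a nuclear partner of p50 and p52 whose gene lies within 1 Mb of RELB on chromosome 18, rose by 1.04 ± 0.18 (adjusted p = 2.7e-04) at 24 h after E. coli in SCS-BTA18-Q cells and by 0.75 ± 0.17 (adjusted p = 0.043) after S. aureus. ETHE1, a sulfur dioxygenase of mitochondria, rose by 0.80 ± 0.18 (adjusted p = 0.0075) after E. coli, and NECTIN2, a cell adhesion molecule, by 0.82 ± 0.20 (adjusted p = 0.019). RELB has no probe set named for it in the annotation used and is not analysed here. Of 120 genes annotated within 1 Mb of RELB, 38 were measured, and 3 of these changed after E. coli in SCS-BTA18-Q and 0 in SCS-BTA18-q cells (7 and 4 with heifer as a block). Within 5 Mb, 175 of 560 genes were measured, and 5 and 0 changed (20 and 14 with heifer as a block). None of the measured genes in either window was called for a difference between the alleles, with or without the block. From the change in 1 allele and the position, the paper proposes RELB as a candidate gene for the SCS-BTA18-QTL.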

**Figure 6:**
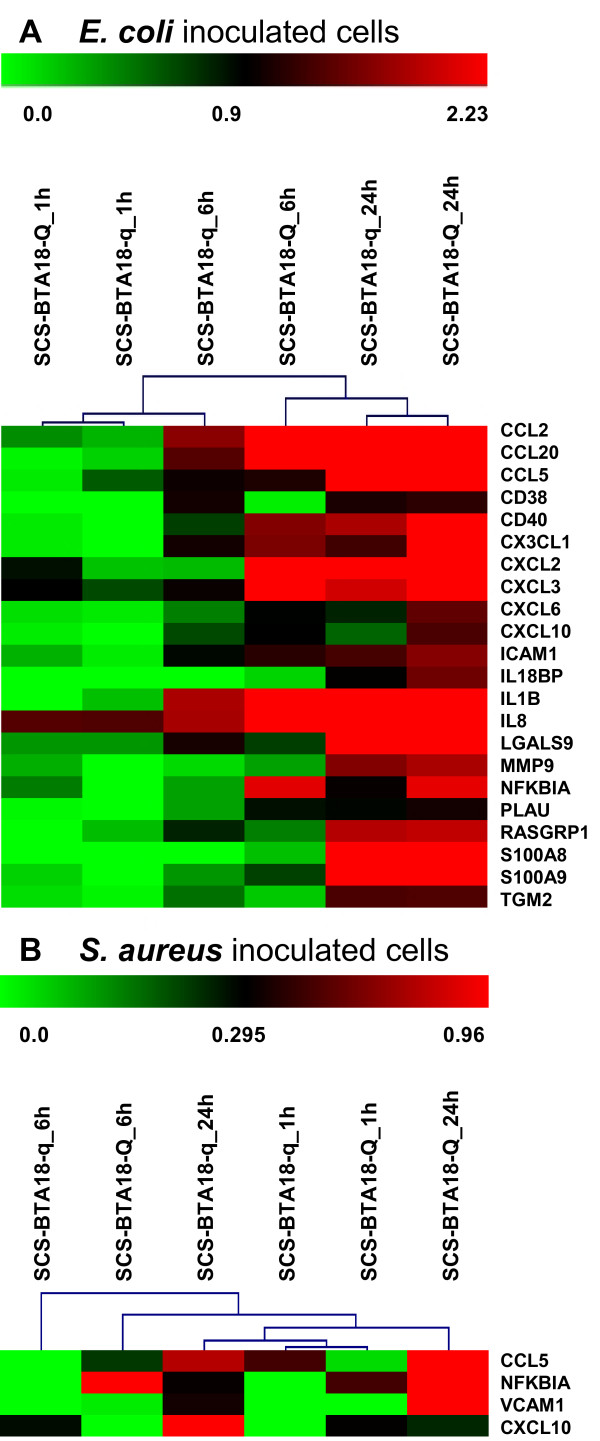
**Hierarchical clustering of genes associated with leukocyte migration**. Hierarchical clustering of expression data obtained for significantly co-expressed genes in SCS-BTA18-Q and SCS-BTA18-q cells associated with the Ingenuity functional category 'immune cell trafficking' that are involved in the migration of leucocytes; **A ***E. coli *inoculated cells; **B ***S. aureus *inoculated cells; heat map visualizes changes in gene expression levels between inoculated and control cells at time points; the log_2 _fold change ranges are shown at the upper bars.

**Table 7:** Gene table functional category immune cell trafficking

QTL allele	Pathogen	Category	Functional annotation	Genes
SCS-BTA18-Q	*E. coli*	Immune cell trafficking	Migration of leukocytes	*CCL2, CCL5, CCL20, CCL28, CD38, CD40, CSF1, CX3CL1, CXCL2, CXCL3, CXCL6, CXCL10, CXCL14, FAS, ICAM1, IL8, IL18BP, IL1B, ITGAV, LGALS9, MMP9, NFKBIA, PLAU, RASGRP1, S100A8, S100A9, TGM2, TNFRSF6B, VCAM1*
SCS-BTA18-Q	*S. aureus*	Immune cell trafficking	Migration of leukocytes	*CCL2, CCL5, CCL20, CD40, CXCL6, CXCL10, EDN1, FAS, ICAM1, IL1B, LGALS9, MMP9, NFKBIA, PLAU, RASGRP1, S100A8, S100A9, VCAM1*
SCS-BTA18-q	*E. coli*	Immune cell trafficking	Migration of leukocytes	*C3, CCL2, CCL5, CCL20, CD38, CD40, CX3CL1, CXCL2, CXCL3, CXCL6, CXCL10, CXCR4, CXCR7, EDN1, ICAM1, IL8, IL18BP, IL1B, ITGA5, LGALS9, MMP9, NFKBIA, PLAU, RASGRP1, S100A8, S100A9, TGM2*
SCS-BTA18-q	*S. aureus*	Immune cell trafficking	Migration of leukocytes	*CCL5, CXCL2, CXCL3, CXCL10, CXCR4, CXCR7, IL8, IL18BP, NFKBIA, VCAM1*

Summary of differentially expressed genes associated with Ingenuity functional category 'immune cell trafficking' that are involved in the migration of leukocytes in *S. aureus *and *E. coli *inoculated SCS-BTA18-Q and SCS-BTA18-q cells, respectively.

## Discussion

In this study, some first insights into the molecular mechanisms of the response to bacterial challenge of mammary gland epithelial cells sampled from half-sib heifers marker selected for alternative SCS-BTA18-QTL alleles were drawn from a holistic transcriptome analysis. The main findings of this study were firstly, that both, cell culture and inoculation, triggered significant changes in gene expression of mammary epithelial cells *in vitro*. Secondly, inoculation with heat-inactivated *E. coli *induced a stronger immune response compared to inoculation with heat-inactivated *S. aureus *within the first 24 h. Thirdly, both, cells sampled from animals inheriting the favorable QTL allele 'Q' and cells sampled from animals inheriting the unfavorable QTL allele 'q' could activate immune response mechanisms after bacterial challenge *in vitro*, but there was a delayed and weaker response in SCS-BTA18-q cells.

Numerous studies have shown that mammary epithelial cells play a crucial role in the response to invading pathogens in the mammary gland [31,41,42], and several studies have used primary bovine mammary gland epithelial cell cultures to investigate common mechanisms of immune response in mammary epithelial cells in response to mastitis pathogens *in vitro *[8,30,43-45]. The differences in the response to bacterial challenge of mammary epithelial cells *in vivo *and *in vitro *have been partially characterized by [8,45], indicating that only a subset of the genes involved in the immune response *in vivo *are regulated in mammary epithelial cells *in vitro *and that there is a difference in the time-course of the response. It has been suggested that these differences could be related to missing virulence factors of heat-inactivated pathogens that were used in *in vitro *experiments compared to the active pathogens used in *in vivo *models and to other immune cells regulating the gene expression of mammary epithelial cell *in vivo *[8,45]. However, most of the studies showed that primary bovine mammary gland epithelial cells can trigger an immune response after bacterial challenge or inoculation with bacterial cell wall components [8,30,44,46]. In particular, an induced expression was observed for inflammatory chemokines like *IL-8, CCL20, CCL5 *and *CCL2 *that are involved in neutrophile, lymphocyte and monocyte recruitment as well as for genes with antimicrobial activity such as *S100A9 *and *S100A12 *and for acute phase proteins like *SAA3P *and *HP *[8,30,44,45]. Our aim was to survey, if the present established *in vitro *test system is suitable to investigate molecular mechanisms regulated in the response to bacterial challenge and if there are differences in the response to pathogen challenge that are related to the different genetic predisposition of the animals.

### Effects of cell culture on gene expression in primary bovine mammary gland epithelial cells

Firstly, our study demonstrated that the cells sampled from SCS-BTA18-Q and SCS-BTA18-q animals responded to cell culture and that processes mainly involved in 'cell cycle' and 'cellular development' were affected by cell culture after 24 h. In particular, the down-regulation of genes associated with molecular and cellular function like 'small molecule biochemistry', 'nucleic acid metabolism' and 'carbohydrate metabolism' in SCS-BTA18-Q cells, comprising genes involved in the nucleotide excision repair pathway, in pyrimidine and purine metabolisms as well as glycolysis and gluconeogenesis, indicated that processes essential for cell survivability are down-regulated during culture. The number of differentially expressed genes in SCS-BTA18-q cells after 24 h of culture was low compared to SCS-BTA18-Q cells. Correspondingly, the observed effects of cell culture were more pronounced in SCS-BTA18-Q cells, which could be in part attributed to the lower number of samples in the SCS-BTA18-q group. However, the high coincidence of the top up- and down-regulated genes between SCS-BTA18-Q and SCS-BTA18-q control cells, the observed distinct response of pathogen challenged SCS-BTA18-q- after 24 h, and the distinct response of SCS-BTA18-Q and SCS-BTA18-q cells during time-course, both, after cell culture and inoculation, indicate that the limited number of differentially expressed genes in the control SCS-BTA18-q cells in comparison with the control SCS-BTA18-Q cells reflects well the observed delayed and weaker response after challenge with pathogens.

### Effect of inoculation with heat-inactivated *S. aureus *and *E. coli *pathogens on gene expression in primary bovine mammary gland cells

The response to inoculation with heat-inactivated *E. coli *and *S. aureus *showed pathogen specific effects on the gene expression in pbMEC with an elevated number of significantly differentially expressed genes observed for *E. coli *inoculated cells compared to *S. aureus *inoculated cells within the first 24 h. A faster and more pronounced immune response to *E. coli *in comparison to *S. aureus *is also known from other studies investigating response mechanisms of the mammary gland *in vitro *and *in vivo *[45-48]. Different analyses were performed to characterize the response of the mammary gland epithelial cells to bacterial challenge in this study. All three analyses, i.e. analysis between time points, analysis at time points between inoculated and un-inoculated cells and co-expression analysis showed that inoculation of cells sampled from SCS-BTA18-Q and SCS-BTA18-q animals with *E. coli *stimulated the expression of genes involved in the 'migration of leukocytes' as well as in canonical pathways associated with 'dendritic cell maturation' and 'acute phase response'. *SAA3, S100A9, IL-1β, CCL5, MX2 *and *BF *were some of the genes stimulated 24 h after *E. coli *inoculation, that have previously been shown to be significantly up-regulated in response to *E. coli *challenge in pbMEC [8]. 

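MX2, an antiviral GTPase induced by interferon, was at 3.48 ± 1.02 (adjusted p = 0.061, and 2.6e-04 with heifer as a block) in SCS-BTA18-Q and 4.05 ± 1.19 (adjusted p = 0.18, and 4.6e-04 with heifer as a block) in SCS-BTA18-q cells at 24 h after E. coli. S100A9, the partner of S100A8 in calprotectin, rose by 3.57 ± 0.86 (adjusted p = 0.014) in SCS-BTA18-Q cells and was at 2.34 ± 1.00 (adjusted p = 0.41) in SCS-BTA18-q cells. In SCS-BTA18-q cells SAA3 was at 4.62 ± 1.38 (adjusted p = 0.18, and 7.8e-04 with heifer as a block), CCL5 at 4.93 ± 1.62 (adjusted p = 0.23, and 0.0027 with heifer as a block) and IL1B at 3.09 ± 1.19 (adjusted p = 0.33, and 0.039 with heifer as a block). Of the interferon-stimulated genes, 1 of the 16 genes rose (14 adjusted over the list alone, 12 with heifer as a block) in SCS-BTA18-Q cells, with a median of 1.74 (adjusted p = 6.1e-15 from camera and adjusted p = 0.020 with an estimated correlation). In SCS-BTA18-q cells, 0 of the 16 genes rose (11 adjusted over the list alone, 12 with heifer as a block), with a median of 1.96 (adjusted p = 2.8e-17 from camera and adjusted p = 0.021 with an estimated correlation). For acute phase and antimicrobial genes, 7 of the 15 genes rose (10 adjusted over the list alone) in SCS-BTA18-Q cells, with a median of 2.76 (adjusted p = 7.1e-14 from camera and adjusted p = 2.1e-05 with an estimated correlation), and in SCS-BTA18-q cells the median was 1.00 (adjusted p = 1.3e-05 from camera and adjusted p = 0.014 with an estimated correlation).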

Essentially, these results confirmed the results obtained in the analyses of innate immune system key molecules by RT PCR [12] investigating the same cells. After *E. coli *challenge, the microarray results at time point 24 h were in agreement to the respective results obtained with RT PCR [12]. *TLR 2, IL-1β, IL-6, IL-8, LTF *and *C3 *showed a higher expression in cells sampled from SCS-BTA18-Q animals compared to cells sampled from SCS-BTA18-q animals. 

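The log2 signal of LTF, the iron-binding lactoferrin, at 24 h after E. coli in SCS-BTA18-Q (n = 5) and SCS-BTA18-q cells (n = 4) was 14.24 ± 0.40 and 13.65 ± 0.32 (SD, exact permutation test, p = 0.056). For C3, the central complement component, it was 13.40 ± 1.16 and 12.43 ± 0.67 (SD, exact permutation test, p = 0.18), for TLR2 8.56 ± 1.48 and 8.17 ± 0.65 (SD, exact permutation test, p = 0.66) and for IL1B 10.10 ± 1.01 and 9.64 ± 0.72 (SD, exact permutation test, p = 0.47). The 2 genes with higher means in SCS-BTA18-q cells were IL6, at 11.04 ± 0.85 and 12.37 ± 0.72 (SD, exact permutation test, p = 0.056), and CXCL8, at 11.68 ± 1.25 and 12.71 ± 0.95 (SD, exact permutation test, p = 0.19). The lowest adjusted p over these 6 genes and both pathogens was 0.33. As a response over control cells at 24 h, the difference between the alleles was 0.59 ± 0.76 for LTF and 1.34 ± 1.13 for IL6 (limma, adjusted p = 1.00 for both). The 6 genes were chosen by the study, and 4 of them rose after E. coli in SCS-BTA18-Q cells (6 adjusted over the list alone), which is not independent evidence.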

In the *S. aureus *inoculated cells, all of these genes showed a higher expression level 24 h after inoculation in SCS-BTA18-Q cells compared to SCS-BTA18-q cells in the microarray analyses, hence, fully confirming the previous results obtained by RT PCR at time point 24 h [12]. 

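At 24 h after S. aureus, the log2 signal of TLR2 in SCS-BTA18-Q (n = 6) and SCS-BTA18-q cells (n = 4) was 8.45 ± 1.79 and 7.52 ± 0.44 (SD, exact permutation test, p = 0.36). For LTF it was 13.81 ± 0.73 and 13.49 ± 0.47 (SD, exact permutation test, p = 0.49), for C3 12.76 ± 1.36 and 12.31 ± 0.85 (SD, exact permutation test, p = 0.58) and for IL1B 8.83 ± 3.15 and 8.44 ± 1.03 (SD, exact permutation test, p = 0.80). IL6 and CXCL8 had higher means in SCS-BTA18-q cells here too, at 10.56 ± 2.31 and 11.24 ± 0.87 (SD, exact permutation test, p = 0.62) and 10.84 ± 2.56 and 11.14 ± 2.01 (SD, exact permutation test, p = 0.83). Their responses over control cells were larger in SCS-BTA18-Q cells, by 2.00 ± 1.10 and 1.74 ± 1.49 (limma, adjusted p = 1.00 for both). In control cells at 24 h, the log2 signal of TLR2 was 6.35 ± 0.46 (SD, n = 6) in SCS-BTA18-Q and 7.28 ± 0.28 (SD, n = 4) in SCS-BTA18-q cells (exact permutation test, p = 0.019, adjusted p = 0.16), and that of CXCL8 7.16 ± 1.54 (SD, n = 6) in SCS-BTA18-Q and 9.20 ± 3.46 (SD, n = 4) in SCS-BTA18-q cells (exact permutation test, p = 0.26).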

Observed effects of cell culture and pathogen challenge on gene expression in pbMEC clearly indicated that the established *in vitro *system is suitable to study the cellular and molecular response to effects of endogenous and exogenous factors like effects of the SCS-BTA18-QTL alleles. This is in agreement with an ovine animal model [49], which also used sheep mammary gland epithelial cells to identify molecular mechanisms that are affected by selection for high and low SCS in two divergent lines of sheep selected by applying a selection strategy based on conventional breeding values.

### Effects of SCS-BTA18-QTL alleles on the response to pathogen challenge

In the present study, cells sampled from SCS-BTA18-Q animals exhibited corresponding changes in gene expression after pathogen challenge in accordance to other studies investigating molecular mechanisms of immune response in mammary gland epithelial cells [6,8,47]. In contrast, cells sampled from animals inheriting the SCS-BTA18-q allele showed a delayed and less distinct immune response associated gene expression to pathogen challenge. The comparison of genes affecting leukocyte migration between SCS-BTA18-Q and SCS-BTA18-q cells clearly showed that SCS-BTA18-Q cells triggered a faster response to *E. coli *inoculation indicated by the early and linear up-regulation of *CCL2, CCL20, CXCL2, CXCL3, IL1B, IL-8 *and *NFKBIA*. These genes are important for the inflammatory response and for the recruitment of monocytes, lymphocytes, neutrophils and basophils, which in turn are essential for a fast pathogen clearance [41,50]. 

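CCL2 was at 3.22 ± 0.91 (adjusted p = 0.32, and 8.2e-04 with heifer as a block) at 6 h after E. coli in SCS-BTA18-Q cells and at 1.61 ± 1.10 (adjusted p = 1.00) in SCS-BTA18-q cells. CCL20 was at 4.76 ± 1.34 (adjusted p = 0.32, and 0.016 with heifer as a block) in SCS-BTA18-Q and 1.59 ± 1.62 (adjusted p = 1.00) in SCS-BTA18-q cells, and CXCL3 at 1.42 ± 0.59 (adjusted p = 0.80) in SCS-BTA18-Q and 0.41 ± 0.71 (adjusted p = 1.00) in SCS-BTA18-q cells. At 24 h CXCL3 was at 1.63 ± 0.59 (adjusted p = 0.16) in SCS-BTA18-Q and 0.78 ± 0.69 (adjusted p = 0.80) in SCS-BTA18-q cells. For the chemokines at 6 h after E. coli, 0 of 15 were called in SCS-BTA18-Q cells (9 rose adjusted over the list alone, 6 with heifer as a block), with a median of 1.57 (adjusted p = 1.4e-15 from camera and adjusted p = 0.0016 with an estimated correlation). In SCS-BTA18-q cells the median was 0.92 (adjusted p = 0.0067 from camera and adjusted p = 0.43 with an estimated correlation), and with heifer as a block it was 0.58 (adjusted p = 0.052 from camera) and not called. The difference between the alleles had a median of 0.72 (adjusted p = 0.0037 from camera and adjusted p = 0.53 with an estimated correlation).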

On the contrary, cells from animals inheriting the SCS-BTA18-q allele showed a delayed up-regulation of those genes towards time point 24 h in response to *E. coli *challenge. The observed early and linear up-regulation of inflammatory chemokines after *E. coli *or *S. aureus *inoculation in SCS-BTA18-Q cells is in line to the earlier and higher up-regulation after pathogen challenge of *SAA3P, IL6 *and *NFKB2*, genes that are involved in 'acute phase response signaling'.

The differences observed between SCS-BTA18-Q and SCS-BTA18-q cells inoculated with *S. aureus *were more distinct than in *E. coli *inoculated cells. Whereas a high number of genes were regulated in common after *E. coli *challenge in SCS-BTA18-Q and SCS-BTA-q cells, only *CCL5, CXCL10, NFKBIA *and *VCAM1 *were in common and significantly regulated in SCS-BTA18-q and SCS-BTA18-Q cells after *S. aureus *challenge. In addition, the expression data of SCS-BTA18-q cells at time point 24 h clustered together with the expression data of SCS-BTA18-q and SCS-BTA18-Q cells at time point 1 h underlining a delayed response in SCS-BTA18-q cells.

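CCL5 was at 3.27 ± 1.32 (adjusted p = 0.35, and 0.023 with heifer as a block) in SCS-BTA18-Q and 0.58 ± 1.62 (adjusted p = 1.00) in SCS-BTA18-q cells at 24 h after S. aureus. CXCL10, which attracts activated T cells, was at 2.32 ± 0.86 (adjusted p = 0.30) in SCS-BTA18-Q and 0.01 ± 1.06 (adjusted p = 1.00) in SCS-BTA18-q cells. VCAM1 was at 1.38 ± 0.62 (adjusted p = 0.44) in SCS-BTA18-Q and 0.12 ± 0.76 (adjusted p = 1.00) in SCS-BTA18-q cells, and NFKBIA at 1.78 ± 0.54 (adjusted p = 0.17, and 0.0045 with heifer as a block) in SCS-BTA18-Q and 0.14 ± 0.66 (adjusted p = 1.00) in SCS-BTA18-q cells. After E. coli CXCL10 was at 2.91 ± 0.91 (adjusted p = 0.087, and 0.016 with heifer as a block) in SCS-BTA18-Q and 0.99 ± 1.06 (adjusted p = 0.86) in SCS-BTA18-q cells, and VCAM1 was at 1.23 ± 0.76 (adjusted p = 0.67) in SCS-BTA18-q cells.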

Interestingly, by comparing the differentially expressed genes in SCS-BTA18-Q and SCS-BTA18-q cells a single gene located in the vicinity of the SCS-BTA18-QTL, *RELB*, was exclusively and significantly regulated in SCS-BTA18-Q cells. In a previous study we could identify the two-marker haplotype *BB710 - PVRL2_c.392G > A *within a 1 Mb range of the *RELB *locus as associated with SCS in the German Holstein Population [15]. *RELB *is involved in the non-canonical NF-kappaB signaling as part of the RelB/p52 complex [51]. 

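TNFSF13B, the B cell survival factor BAFF, was at 2.01 ± 0.73 (adjusted p = 0.16, and 0.032 with heifer as a block) in SCS-BTA18-Q and 2.77 ± 0.85 (adjusted p = 0.19, and 0.0098 with heifer as a block) in SCS-BTA18-q cells at 24 h after E. coli. After S. aureus it was at 0.77 ± 0.70 (adjusted p = 0.80) in SCS-BTA18-Q and 0.22 ± 0.85 (adjusted p = 1.00) in SCS-BTA18-q cells. Of CD40, the second probe set was at 1.60 ± 0.42 after S. aureus in SCS-BTA18-Q cells (adjusted p = 0.081, and 5.3e-04 with heifer as a block), and the brightest was not called. On the list of non-canonical NF-kappaB signaling, 3 of the 10 genes rose (4 adjusted over the list alone) after E. coli in SCS-BTA18-Q cells, with a median of 0.55 (adjusted p = 7.1e-06 from camera and adjusted p = 0.0043 with an estimated correlation). In SCS-BTA18-q cells, 0 of the 10 genes rose (3 adjusted over the list alone, 4 with heifer as a block), with a median of 0.28 (adjusted p = 1.3e-04 from camera and adjusted p = 0.021 with an estimated correlation). The responses of the alleles differed on this list by a median of 0.07 (adjusted p = 0.74 from camera and adjusted p = 0.94 with an estimated correlation).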

Further analysis of genes involved in non-canonical NF-kappaB signaling also indicated that *CD40 *and *TNFSF13B *(*BAFF*), two receptors eliciting the non-canonical NF-kappaB signaling are significantly co-expressed in SCS-BTA18-Q cells as well as *NFKB2*, the gene encoding the p100 protein, which is processed into p52 to activate the RelB/p52 complex. The RelB/p52 complex is thought to be important in biological functions such as lymphoid organogenesis, B-cell survival and maturation and dendritic cell activation [51,52]. In addition, *RELB *deficient mice exhibited a multifocal, mixed inflammatory cell infiltration in several organs [53] and fibroblasts from *RELB *deficient mice, also indicated an important role of *RELB *as transcription suppressor limiting the expression of proinflammatory mediators [54]. This would be in line with the higher susceptibility of SCS-BTA18-q animals indicated by the higher SCS observed in SCS-BTA18-q animals. In summary, these results indicated *RELB *as an interesting positional and functional candidate gene for the SCS-BTA18-QTL, but further studies are needed to investigate the role of *RELB *within the SCS-BTA18-QTL and to confirm the results. A survey of polymorphisms within the *RELB *locus would help to clarify if *RELB *itself or other genes regulating *RELB *are causal for the SCS-BTA18-QTL.

## Conclusions

Primary bovine mammary gland epithelial cells sampled from marker selected half-sib heifers inheriting alternative paternal QTL alleles of a confirmed QTL for SCS showed distinct responses to pathogen challenge with heat-inactivated *E. coli *and *S. aureus *during time-course. The individual immune response of both, SCS-BTA18-Q and SCS-BTA18-q cells indicates that the established *in vitro *test system can reflect genetically determined differences in molecular mechanisms affected by the SCS-BTA18-QTL in response to pathogen challenge and that the underlying mechanisms of the SCS-BTA18-QTL might be attributed to immune functions. The early and linear up-regulation of cytokines in SCS-BTA18-Q cells suggests a superior immune response in SCS-BTA18-Q cells compared to SCS-BTA18-q cells. Especially the up-regulation of *RELB *and other genes involved in the non-canonical NF-kappaB signaling in SCS_BTA18-Q cells highlighted *RELB *as a positional and functional candidate gene affected by the SCS-BTA18-QTL. Future analyses of lymph node and parenchyma samples obtained from the genetically divergent half-sib heifers and a comparison to conventionally selected heifers will allow to more accurately define the molecular mechanisms specifically affected by the SCS-BTA18-QTL and could provide new insights into molecular mechanisms commonly involved in the response to pathogens in mammary gland epithelial cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

BB performed the microarray and bioinformatic analyses and drafted the manuscript. BGZ, OW and HHDM designed and coordinated the cell culture experiments and performed the Real-Time PCR analyses. CK and MS devised the design of the study, coordinated the study and participated in the interpretation of the data and critically revised the manuscript. SP, AH and DR participated in the microarray analyses and AH performed the miroarray experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed between time points 1 h and 24 h in un-inoculated control cells**. Lists of differentially expressed genes between time points 1 h and 24 h of un-inoculated control cells. Gene symbol, log_2 _fold changes as well as Entrez gene names are provided for each of the two paternally inherited SCS-BTA18-QTL alleles. Genes were selected on the basis of FDR adjusted p-values of q ≤ 0.05. Click here for file

Additional file 2 **List of genes showing a significant co-expression in time-course after inoculation with heat inactivated *E. coli *and *S. aureus *in SCS-BTA18-Q and SCS-BTA18-q cells, respectively**. Significantly co-expressed genes in *S. aureus *and *E. coli *inoculated SCS-BTA18-Q and SCS-BTA18-q cells identified using the clustering algorithm implemented in the short time-series expression miner STEM [28,29] (version 1.3.6). Only genes with a fold change of log_2 _fc ≥ 0.75 in time-course were considered. Significance was assessed based on the non-random co-expression of genes by comparing the number of genes assigned to a specific co-expression profile model to the expected number of genes assigned to the co-expression profile model quantified by permutation. The number of the profile, the human gene symbol and the log fold changes for time points 0 h, 1 h, 6 h and 24 h are shown. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

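Primary bovine mammary gland epithelial cells from 11 heifers were measured on 88 Affymetrix GeneChip Bovine Genome Arrays. The cells of 6 heifers with the allele SCS-BTA18-Q and of 5 with SCS-BTA18-q were control cells or were inoculated with heat-inactivated E. coli or S. aureus, and RNA was taken after 1, 6 and 24 h. This gives 18 groups of 3 to 6 arrays, with at most 1 array per heifer, treatment and time point. Heifers are numbered 1 to 6 (SCS-BTA18-Q) and 7 to 11 (SCS-BTA18-q), and heifer 8 has no control array.

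The deposited intensity values are linear signals per probe set that the authors made with Affymetrix Expression Console 1.1, in the pattern of MAS5 signals scaled to a target of 500. The paper's own analysis used RMA with quantile normalization and a filter on present calls. Neither is in the deposited values, so neither was repeated. The table has 24128 entries, of which 112 are control probe sets, and the 24016 others were tested. None of the values is at or under 0. Of the tested probe sets, 13292 carry 1 gene symbol in the annotation used, 86 carry several and 10638 carry none, and the named ones stand for 9155 genes. Genes without a named probe set are not analysed here, among them RELB, CX3CL1, TNFAIP3, CD74, IRF1, DDX58, IRF2BP2 and POLR1A. The median signal per array lay between 88.5 and 147, with a median of 123, and differences of probe sets near this level or under it are measured with less precision. Of 248 called values of named genes, 71 have a group mean under the lowest of these medians, 14 of them both means, and the size of such a difference is uncertain. With 32 added to each signal 6 of them were no longer called, among them TLR2 and PRIM1 at 24 h after S. aureus in SCS-BTA18-Q cells.

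Signals were taken to log2 without further normalization. All 88 arrays were fitted together with limma 3.58.1 (R 4.3.3, data.table 1.17.8) as 18 group means with 70 residual degrees of freedom, moderated variances and p adjusted by the method of Benjamini and Hochberg within each comparison. A probe set was called at an adjusted p of at most 0.05. Differences are on the log2 scale with the standard error of limma. All adjusted p given for single genes are from limma unless a permutation test is named. A count of genes takes in genes called through any probe set, while named genes, overlaps and lists are read through the probe set with the highest mean signal, so overlaps start from smaller counts. The comparisons are 24 h minus 1 h in each treatment, 6 h minus 1 h and 24 h minus 6 h after E. coli, inoculated minus control at each time point, the difference of this response between the alleles, and E. coli minus S. aureus at each time point.

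The heifers pair the arrays. Over the 12008 brighter probe sets, centred within groups, the mean correlation was 0.57 between arrays of 1 heifer and -0.14 between heifers of 1 allele, and 87 of 88 arrays were closest to an array of their own heifer. Each fit was therefore repeated with heifer as a block (replicate block, 61 residual degrees of freedom). For single genes and counts of genes its value is printed where it changes a call or moves a count by more than 1.5 times. For gene lists it is not printed throughout. Levels cannot be compared between the alleles with this block, since each heifer belongs to 1 group, and such comparisons take the heifer as the unit. The groups rest on the paternal allele, inferred from markers, and the dams were preselected by breeding value. Differences between the alleles are therefore differences between these groups of heifers.

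Genes named in the text follow a rule set with the comparisons: genes the paper names at a claim, members of the gene lists past the threshold, and the 10 with the largest difference among those called that moved the same way in every heifer with both arrays. Values in the paper's tables had been seen by then. The 31 gene lists comprise 27 written beforehand, 7 of them markers of cell types, and 4 copied from Tables 6 and 7 and the Discussion. The list of ribosome biogenesis was written after the authors' supplementary table had been read. Lists were tested with camera in limma at a preset correlation of 0.01 between genes and, as the stricter version, with the correlation estimated from the residuals, and p was adjusted over the lists of each comparison. Counts of called list members are given again with p adjusted over the list alone.

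Responses per heifer of 3 lists, levels in control cells, levels of the 6 genes measured by RT-PCR, RNA integrity and hybridization controls (18 probe sets of added bacterial transcripts) were compared by exact permutation tests over heifers or arrays, two-sided. Overlaps were set against independent picks and against 20 simulations of groups without change that share the same arrays.

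The method was tested on simulated data built from the spread of the arrays, with 200 of the probe sets changed, 100 by 1 and 100 by 2 log2 units. At 24 h after E. coli, 30% and 58% of these were called in SCS-BTA18-Q cells, with 3 false among 91 calls, and 37% and 66% with heifer as a block, with 6 false among 109. For SCS-BTA18-q cells the shares were 39% and 55%, and 49% and 62% with the block.

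Alternatives were heifer as a fixed or random block (consensus correlation 0.26), a fit of the compared arrays alone, only probe sets at or above the median signal, quantile normalization of the arrays, the GAPDH ratio as a covariate, each heifer left out in turn, and SCS-BTA18-Q arrays drawn down to the SCS-BTA18-q numbers. Later additions were 32 added to each signal, the level of the hybridization controls as a covariate, combinations of these with the block, and a fit without 2 control arrays. The present-call filter, the clustering of time profiles, the pathway software and the RT-PCR of the paper were not repeated.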

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

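Among the tests below, those of the spread between heifers, of exchanged arrays and of a delayed response, the hybridization level as a covariate, the hybridization levels of heifers 7 and 11, the splits between the alleles with heifer as a block, the shuffles of the hybridization level, the shares over other sets of probe sets, and the reading of chance from splits within heifers, were chosen after the result was seen.

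3 of 56 groups of arrays or heifers held 1 sample far from the others, and chance alone gives about 1 in 20 groups. The log2 ratio of 3' to 5' GAPDH probe sets was 0.268 on the array of heifer 2 at 1 h after E. coli and 0.0212 to 0.0856 on the other 5 SCS-BTA18-Q arrays of that group. The log2 signal of the hybridization control transcripts was 11.9 on the array of heifer 8 at 1 h after E. coli and 10.98 to 11.17 on the other 4. For heifer 5 the mean response of the leukocyte migration genes at 1 h after E. coli was 0.491, against -0.05 to 0.13 in the other 5 SCS-BTA18-Q heifers.

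The paper states that the quality of hybridization was assessed and gives no values for the hybridization control transcripts, which were added to each sample in fixed amounts. In SCS-BTA18-Q cells their log2 signal was higher on inoculated than on control arrays by 0.567 at 1 h after E. coli and by 0.522 at 1 h after S. aureus (6 and 6 arrays, exact permutation tests, p = 0.0022 and adjusted p = 0.0087 for both, the smallest p these permutations can give). It was higher by 0.372 at 24 h after E. coli (5 and 6 arrays, exact permutation test, p = 0.0022, adjusted p = 0.0087) and by 0.225 at 6 h after S. aureus (6 and 5 arrays, exact permutation test, p = 0.013, adjusted p = 0.039). The 2 other comparisons gave 0.256 at 6 h after E. coli and 0.237 at 24 h after S. aureus (exact permutation tests, p = 0.032 and adjusted p = 0.056 for both). At 1 h the lowest inoculated array of either pathogen lay above the highest control array. A difference between the groups of heifers appeared at 1 h, where limma with heifer as a block called 72 genes for the response of SCS-BTA18-Q minus that of SCS-BTA18-q cells after E. coli and 82 after S. aureus, and none without the block or with the hybridization level as a covariate beside it. In SCS-BTA18-q cells these controls differed by 0.18, 0.54 and 0.30 at 1, 6 and 24 h after E. coli and by -0.03, 0.27 and 0.30 after S. aureus (3 to 5 arrays, exact permutation tests, p = 0.62, 0.054, 0.029, 0.66, 0.086 and 0.057), so at 6 and 24 h higher means are seen there too, with adjusted p of 0.056 or more. The 0.54 includes an array at 12.02, against 11.01 to 11.35 on the arrays of heifers 7, 10 and 11. The lowest of these E. coli arrays, at 11.01, still lay above the highest control array, at 10.95. The 0.18 includes the array of heifer 8 at 11.9, against 10.98 to 11.17 on the other arrays of that group and a control mean of 11.09.

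With heifer as a block, 327 genes differed from control cells at 1 h after E. coli in SCS-BTA18-Q cells. Different hybridization of control and inoculated arrays may explain part of them: of 239 probe sets called after both pathogens, 97.1% followed the hybridization level in the same direction within groups and heifers on the 70 other arrays, against 56.0% of all probe sets and at most 92.9% of these in 100 shuffles of the level. Over all 478 probe sets called after E. coli the share was 82.8% (permutation test, p = 0.020), and over the 239 of them outside the shared set 68.6% (permutation test, p = 0.12), so those stay open. Scaling of the arrays to a common mean may add to this, since 45.3% of these genes, 148, were still called after quantile normalization. With the hybridization level as a covariate as well, 0 genes were called (limma, as for both pathogens), the median absolute difference of the 327 genes went from 0.47 to 0.35 and its standard error from 0.12 to 0.16, so the calls ended through both. An early immune response cannot be told apart from these, since the NF-kappaB genes had an adjusted p of 0.836 from camera with an estimated correlation of 0.55, which leaves that test little power, and of 0.011 with the preset one (both with heifer as a block). With the block, markers of basal and myoepithelial cells were higher as well, by a median of 0.32 (adjusted p = 0.0013 from camera and 0.090 with an estimated correlation). Those of luminal cells were higher by 0.25 (adjusted p = 0.011 and 0.27). At 1 h after S. aureus in SCS-BTA18-Q cells these medians were 0.35 (adjusted p = 5.3e-04 and 0.039) and 0.16 (adjusted p = 0.0067 and 0.20).

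At 24 h after E. coli, 215 genes changed in SCS-BTA18-Q and 3 in SCS-BTA18-q cells, where single heifers left out gave 64 (without heifer 5) to 268 (without heifer 9) and 0 (without heifer 10) to 69 (without heifer 9). The number of arrays as the whole cause is argued against by draws of as many SCS-BTA18-Q as SCS-BTA18-q arrays, which still gave a median of 86.5 genes and at least 24. In simulated data the fit without the block recovered 39% and 55% of changes of 1 and 2 log2 units in SCS-BTA18-q cells. In SCS-BTA18-Q cells it recovered 30% and 58%. For the change between 1 and 24 h in control cells it recovered 22% and 57% in SCS-BTA18-q and 36% and 71% in SCS-BTA18-Q cells. As these comparisons differ in direction, the simulation does not decide whether detection is lower in SCS-BTA18-q cells. Differences between heifers that count as spread may still explain the smaller count, since the count in SCS-BTA18-Q over that in SCS-BTA18-q cells was 71.7 without and 1.74 with heifer as a block. Whether SCS-BTA18-q cells respond less cannot be told apart from this, as their mean response over genes called for both alleles together was 0.960 ± 0.242 of that of SCS-BTA18-Q cells (0.68 ± 0.30, n = 4, against 0.70 ± 0.18, n = 5, SD, exact permutation test, p = 0.89), and the error of the ratio reaches past the bound of 0.75 set for a smaller response.

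After S. aureus, more genes of SCS-BTA18-q than of SCS-BTA18-Q cells had a mean response below 0 at 6 h, 58.2% and 44.2% over all probe sets and 51.0% and 19.6% among those at or above the median signal. Control and inoculated arrays from partly different heifers are argued against as the cause, since with heifer as a block the share over all probe sets was 56.2% in SCS-BTA18-q and 40.8% in SCS-BTA18-Q cells, with an SD of 6.84% between heifers. An exchange of the 6 h control and S. aureus samples of heifers 7 and 11 cannot be told apart from a response of the cells: over the leukocyte migration genes these S. aureus arrays lay 0.456 above the other control arrays of the same heifer (for heifer 11 only that at 24 h) on average, with 0.03 for heifer 7 and 0.88 for heifer 11, while their 6 h control arrays lay 1.32 and 1.68 above them. The hybridization level was 10.71 on the control and 11.29 on the S. aureus array of heifer 11, in the order seen in SCS-BTA18-Q cells, and 10.95 and 10.87 for heifer 7. These transcripts are added to the RNA before hybridization, so this counts against arrays exchanged afterwards for heifer 11 and leaves cells or RNA exchanged earlier open. A delayed response of SCS-BTA18-q cells stays open as well, since the highest 6 h response among their 3 heifers was 1.06, above the lowest and under the highest of the SCS-BTA18-Q heifers (0.26 and 1.26). The genes behind the shares were picked by the size of their mean response, without a test. As higher at 24 h counted 795 genes in SCS-BTA18-q and 764 in SCS-BTA18-Q cells, where limma called 2 and 35 against control. The share below 0 that unchanged genes picked in this way would have was not determined. How much of the difference in shares is spread therefore stays open too.

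Other splits of the same arrays into groups of the same sizes were fitted. They take no account of the heifers, which pair the arrays, so whether chance can be excluded is read from the splits within heifers given below. Where the real count is 0 every split reaches it, so these splits decide nothing there. As many genes as between 1 and 24 h were called in control (in 1 of 100 splits, 20 against at most 11 in another split), E. coli (1 of 100 splits, 481 against at most 114) and S. aureus inoculated SCS-BTA18-Q cells (2 of 100 splits, 150 against at most 188), and in control (5 of 35 splits, 4 against at most 44), E. coli (1 of 100 splits, 637 against at most 518) and S. aureus inoculated SCS-BTA18-q cells (2 of 35 splits, 1 against at most 1). The split of the control arrays that called 44 genes, several times the real count, points to a structure of the samples. For 6 and 24 h after E. coli these were 1 of 100 splits (124 against at most 16) in SCS-BTA18-Q and 2 of 100 splits (113 against at most 237) in SCS-BTA18-q cells, and for 1 and 6 h 100 of 100 splits (0 against at most 2) and 2 of 100 splits (2 against at most 2).

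Against control cells these were 1 of 100 splits (23 against at most 1), 100 of 100 splits (0 against at most 1) and 1 of 100 splits (215 against at most 44) at 1, 6 and 24 h after E. coli in SCS-BTA18-Q cells and 1 of 100 splits (6 against at most 1), 100 of 100 splits (0 against at most 1) and 4 of 100 splits (35 against at most 127) after S. aureus. In SCS-BTA18-q cells they were 56 of 56 splits (0 against at most 2), 20 of 56 splits (1 against at most 3) and 9 of 35 splits (3 against at most 1343) after E. coli and 35 of 35 splits (0 against at most 1), 35 of 35 splits (0 against at most 1) and 16 of 35 splits (2 against at most 833) after S. aureus. The splits at 24 h that called 127, 1343 and 833 genes, several times the real count, point to a structure of the samples, as each heifer in these comparisons has arrays in both groups.

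For the difference between the alleles the count without the block was 0 at 1, 6 and 24 h after E. coli (84 of 84 splits, 0 against at most 1; 56 of 56 splits, 0 against at most 1; 100 of 100 splits, 0 against at most 0) and S. aureus (84 of 84 splits, 0 against at most 0; 56 of 56 splits, 0 against at most 1; 100 of 100 splits, 0 against at most 1). Once alleles were exchanged between heifers in the fit with the block, no other split reached the real count at 1 h after E. coli (1 of 84 splits, 72 against at most 5) and S. aureus (1 of 84 splits, 82 against at most 2). These shares are not adjusted over the comparisons. They do not part a response of the cells from the difference in hybridization at 1 h. At 6 and 24 h the count with the block was 0 as well, and a split at 24 h after S. aureus called 55 genes, which points to a structure of the samples.

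Splits that part both arrays of every heifer differ from the others in that heifers weigh alike on both sides, and with heifer as a block the real split was set beside these alone. Between 1 and 24 h it called 990 against at most 413, 1927 against at most 871 and 1618 against at most 1136 genes in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 332 against at most 10, 2021 against at most 590 and 344 against at most 12 in SCS-BTA18-q cells. After E. coli it called 17 against at most 1 and 9 against at most 2 between 1 and 6 h and 1267 against at most 472 and 1167 against at most 105 between 6 and 24 h in SCS-BTA18-Q and SCS-BTA18-q cells. Relative to control cells it called 327 against at most 424, 53 against at most 0 and 1294 against at most 343 genes at 1, 6 and 24 h after E. coli and 309 against at most 144, 0 against at most 2 and 528 against at most 799 after S. aureus in SCS-BTA18-Q cells. For SCS-BTA18-q cells these were 4 against at most 1, 20 against at most 0 and 744 against at most 220 after E. coli and 8 against at most 0, 17 against at most 0 and 9 against at most 3 after S. aureus, and 4, 8 or 16 such splits, as in all these comparisons of SCS-BTA18-q cells, are too few for a share under 0.05. So are the 16 of SCS-BTA18-Q cells at 6 h against control and in each comparison with 24 h after E. coli. With 32 splits, the real split called more genes than any other in SCS-BTA18-Q cells between 1 and 24 h in control and S. aureus inoculated cells. The same held between 1 and 6 h after E. coli and at 1 h after S. aureus, where the arrays also differ in hybridization level. This share is the smallest that 32 splits can give and is not adjusted over the comparisons. Chance is thus made less likely there but not excluded. At 1 h after E. coli and at 24 h after S. aureus, 1 other split called more genes than the real one.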

How the results depend on the processing

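Of the alternatives below, the addition of 32, the covariate of hybridization level, the combinations of a covariate or quantile normalization with the block, and the fit without 2 control arrays were tests chosen after the values were seen. The counts that each alternative is compared with stand at the claims. The direction was checked for the named genes, not for all called genes, and in the alternatives that test them (fewer under the filter on signal and without 2 control arrays) none of the called values changed sign. Apart from the alternatives with fewer arrays or fewer probe sets, which call fewer or more genes by their construction, the cause of a change was not tested.

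With the replicate block, 990, 1927 and 1618 genes changed between 1 and 24 h in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 332, 2021 and 344 in SCS-BTA18-q cells. After pairing they were 17 and 9 between 1 and 6 h after E. coli in SCS-BTA18-Q and SCS-BTA18-q cells, and 1267 and 1167 between 6 and 24 h. Against control cells at 1, 6 and 24 h they were 327, 53 and 1294 after E. coli and 309, 0 and 528 after S. aureus in SCS-BTA18-Q cells, and 4, 20 and 744 and 8, 17 and 9 in SCS-BTA18-q cells. For the difference between the alleles, 72, 0 and 0 and 82, 0 and 0 genes were called after E. coli and S. aureus. With the random block, 574, 1522 and 1144 genes changed between 1 and 24 h in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 114, 1685 and 67 in SCS-BTA18-q cells. Under it they were 7 and 6 between 1 and 6 h after E. coli in SCS-BTA18-Q and SCS-BTA18-q cells, and 892 and 854 between 6 and 24 h. Relative to control cells at 1, 6 and 24 h they were 238, 32 and 941 after E. coli and 197, 0 and 316 after S. aureus in SCS-BTA18-Q cells, and 0, 20 and 436 and 1, 8 and 5 in SCS-BTA18-q cells. For the difference between the alleles, 2, 0 and 0 and 31, 0 and 0 genes were called after E. coli and S. aureus.

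With the correlation between genes estimated, 2, 13 and 3 of the 31 gene lists were called between 1 and 24 h in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 0, 8 and 0 in SCS-BTA18-q cells. With heifer as a block as well they were 2, 13 and 7 in SCS-BTA18-Q and 1, 11 and 2 in SCS-BTA18-q cells. Between 1 and 6 h after E. coli 4 and 4 were called in SCS-BTA18-Q and SCS-BTA18-q cells (6 and 13 with heifer as a block as well), and between 6 and 24 h 4 and 0 (8 and 4 with the block as well). At 1, 6 and 24 h after E. coli and S. aureus these were 0, 8 and 16 and 0, 9 and 13 lists in SCS-BTA18-Q cells and 0, 0 and 11 and 0, 0 and 0 in SCS-BTA18-q cells, and 0 in each comparison of the alleles. With heifer as a block as well they were 0, 9 and 18 and 1, 9 and 15 in SCS-BTA18-Q cells and 0, 0 and 14 and 0, 0 and 0 in SCS-BTA18-q cells. Between the alleles 7 were then called at 6 h and 1 at 24 h after S. aureus, and 0 otherwise. With the preset correlation and the replicate block, the lists called were 4 in SCS-BTA18-Q cells 1 h after E. coli, 0 in SCS-BTA18-q cells 1 h after E. coli, 3 in SCS-BTA18-q cells 6 h after E. coli, 5 in SCS-BTA18-q cells 6 h after S. aureus, 2 for the difference between the alleles at 1 h after E. coli and 4 for the difference between the alleles at 1 h after S. aureus.

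A fit of the compared arrays alone has fewer degrees of freedom, and in it 0, 5 and 0 genes changed between 1 and 24 h in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 0, 2 and 0 in SCS-BTA18-q cells. In that fit they were 0 and 0 between 1 and 6 h after E. coli in SCS-BTA18-Q and SCS-BTA18-q cells, and 0 and 0 between 6 and 24 h. Against their own control arrays at 1, 6 and 24 h they were 0, 11 and 26 after E. coli and 0, 1 and 0 after S. aureus in SCS-BTA18-Q cells, and 0, 0 and 0 and 0, 0 and 0 in SCS-BTA18-q cells.

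Among the probe sets at or above the median signal, the counts that moved were 94 in SCS-BTA18-Q control cells between 1 and 24 h, 329 in SCS-BTA18-Q S. aureus inoculated cells between 1 and 24 h, 4 in SCS-BTA18-q S. aureus inoculated cells between 1 and 24 h, 0 in SCS-BTA18-q E. coli inoculated cells between 1 and 6 h, 207 in SCS-BTA18-Q E. coli inoculated cells between 6 and 24 h, 282 in SCS-BTA18-q E. coli inoculated cells between 6 and 24 h, 59 in SCS-BTA18-Q cells 1 h after E. coli, 3 in SCS-BTA18-Q cells 6 h after E. coli, 61 in SCS-BTA18-Q cells 1 h after S. aureus, 0 in SCS-BTA18-q cells 6 h after E. coli, 16 in SCS-BTA18-q cells 24 h after E. coli, 1 in SCS-BTA18-q cells 6 h after S. aureus and 1 in SCS-BTA18-q cells 24 h after S. aureus. Time-course genes numbered 525 after E. coli in SCS-BTA18-Q cells, 328 after S. aureus in SCS-BTA18-Q cells, 814 after E. coli in SCS-BTA18-q cells and 375 after S. aureus in SCS-BTA18-q cells. The share of genes with a response below 0 at 6 h was 12.2% after E. coli in SCS-BTA18-Q cells, 19.6% after S. aureus in SCS-BTA18-Q cells and 51.0% after S. aureus in SCS-BTA18-q cells.

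Quantile normalization of the arrays gave 50 in SCS-BTA18-Q control cells between 1 and 24 h, 1 in SCS-BTA18-q E. coli inoculated cells between 1 and 6 h, 4 in SCS-BTA18-Q cells 1 h after E. coli, 1 in SCS-BTA18-Q cells 1 h after S. aureus, 12 in SCS-BTA18-Q cells 24 h after S. aureus, 9 in SCS-BTA18-q cells 24 h after E. coli and 1 in SCS-BTA18-q cells 24 h after S. aureus. The share of genes with a response below 0 at 6 h was 51.8% after S. aureus in SCS-BTA18-q cells. With the GAPDH ratio as a covariate the counts that moved were 37 in SCS-BTA18-Q S. aureus inoculated cells between 1 and 24 h, 1 in SCS-BTA18-q E. coli inoculated cells between 1 and 6 h, 10 in SCS-BTA18-Q cells 1 h after E. coli, 11 in SCS-BTA18-Q cells 1 h after S. aureus, 0 in SCS-BTA18-Q cells 24 h after S. aureus and 9 in SCS-BTA18-q cells 24 h after E. coli.

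Over draws of as many SCS-BTA18-Q as SCS-BTA18-q arrays, the median count was 1 in SCS-BTA18-Q control cells between 1 and 24 h, 227 in SCS-BTA18-Q E. coli inoculated cells between 1 and 24 h, 23.5 in SCS-BTA18-Q S. aureus inoculated cells between 1 and 24 h, 48.5 in SCS-BTA18-Q E. coli inoculated cells between 6 and 24 h, 0 in SCS-BTA18-Q cells 1 h after E. coli, 86.5 in SCS-BTA18-Q cells 24 h after E. coli, 0 in SCS-BTA18-Q cells 1 h after S. aureus and 1 in SCS-BTA18-Q cells 24 h after S. aureus.

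With each heifer left out in turn, the counts ranged from 1 (without heifer 1) to 59 (without heifer 9) in SCS-BTA18-Q control cells between 1 and 24 h, 84 (without heifer 3) to 590 (without heifer 9) in SCS-BTA18-Q E. coli inoculated cells between 1 and 24 h, 12 (without heifer 2) to 218 (without heifer 9) in SCS-BTA18-Q S. aureus inoculated cells between 1 and 24 h and 0 (without heifer 9) to 6 (without heifer 7) in SCS-BTA18-q control cells between 1 and 24 h. Further ranges were 42 (without heifer 11) to 693 (without heifer 10) in SCS-BTA18-q E. coli inoculated cells between 1 and 24 h, 1 (without heifer 1) to 2 (without heifer 6) in SCS-BTA18-q S. aureus inoculated cells between 1 and 24 h, 8 (without heifer 5) to 202 (without heifer 7) in SCS-BTA18-Q E. coli inoculated cells between 6 and 24 h and 0 (without heifer 7) to 2 (without heifer 1) in SCS-BTA18-q E. coli inoculated cells between 1 and 6 h. Leaving out single heifers also gave 2 (without heifer 9) to 206 (without heifer 10) in SCS-BTA18-q E. coli inoculated cells between 6 and 24 h, 0 (without heifer 1) to 76 (without heifer 6) in SCS-BTA18-Q cells 1 h after E. coli, 0 (without heifer 1) to 12 (without heifer 9) in SCS-BTA18-Q cells 6 h after E. coli and 64 (without heifer 5) to 268 (without heifer 9) in SCS-BTA18-Q cells 24 h after E. coli. Ranges for other counts were 0 (without heifer 1) to 49 (without heifer 8) in SCS-BTA18-Q cells 1 h after S. aureus, 0 (without heifer 1) to 198 (without heifer 6) in SCS-BTA18-Q cells 24 h after S. aureus, 0 (without heifer 1) to 4 (without heifer 9) in SCS-BTA18-q cells 6 h after E. coli and 0 (without heifer 10) to 69 (without heifer 9) in SCS-BTA18-q cells 24 h after E. coli. There were also 0 (without heifer 1) to 1 (without heifer 5) in SCS-BTA18-q cells 6 h after S. aureus, 0 (without heifer 10) to 3 (without heifer 4) in SCS-BTA18-q cells 24 h after S. aureus and 0 (without heifer 1) to 2 (without heifer 10) for the difference between the alleles at 6 h after E. coli. Where several heifers gave the same count, the first is named. A heifer of the other allele moves a count through the common estimate of spread.

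With 32 added to each signal the counts that moved were 46 in SCS-BTA18-Q control cells between 1 and 24 h, 1 in SCS-BTA18-q E. coli inoculated cells between 1 and 6 h, 0 in SCS-BTA18-q cells 6 h after E. coli and 14 in SCS-BTA18-q cells 24 h after E. coli. Time-course genes numbered 650 after E. coli in SCS-BTA18-Q cells, 436 after S. aureus in SCS-BTA18-Q cells, 1217 after E. coli in SCS-BTA18-q cells and 748 after S. aureus in SCS-BTA18-q cells. The share of genes with a response below 0 at 6 h was 16.6% after E. coli in SCS-BTA18-Q cells and 20.5% after S. aureus in SCS-BTA18-Q cells. With the hybridization level as a covariate the counts were 0 in SCS-BTA18-Q cells 1 h after E. coli, 82 in SCS-BTA18-Q cells 24 h after E. coli, 0 in SCS-BTA18-Q cells 1 h after S. aureus, 2 in SCS-BTA18-Q cells 24 h after S. aureus and 1 in SCS-BTA18-q cells 24 h after S. aureus. Without the 6 h control arrays of heifers 7 and 11, which leaves 1 control array of SCS-BTA18-q cells at 6 h that is assumed to vary like the other groups, the count was 3 in SCS-BTA18-q cells 6 h after E. coli. The share of genes with a response below 0 at 6 h was 46.6% after S. aureus in SCS-BTA18-q cells.

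With quantile normalization and the replicate block, 1078, 1944 and 1518 genes changed between 1 and 24 h in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 373, 2049 and 385 in SCS-BTA18-q cells. With both, they were 19 and 12 between 1 and 6 h after E. coli in SCS-BTA18-Q and SCS-BTA18-q cells, and 1284 and 1232 between 6 and 24 h. Against control, with pairing, at 1, 6 and 24 h they were 159, 40 and 1194 after E. coli and 57, 6 and 461 after S. aureus in SCS-BTA18-Q cells, and 2, 33 and 856 and 10, 24 and 14 in SCS-BTA18-q cells. For the difference between the alleles, 14, 0 and 0 and 3, 0 and 0 genes were called after E. coli and S. aureus. With the hybridization level and the replicate block, 951, 1932 and 1504 genes changed between 1 and 24 h in control, E. coli and S. aureus inoculated SCS-BTA18-Q cells, and 193, 1884 and 268 in SCS-BTA18-q cells. With both of these, they were 16 and 4 between 1 and 6 h after E. coli in SCS-BTA18-Q and SCS-BTA18-q cells, and 1194 and 1159 between 6 and 24 h. Against control cells, with the level and pairing, at 1, 6 and 24 h they were 0, 8 and 404 after E. coli and 0, 0 and 195 after S. aureus in SCS-BTA18-Q cells, and 2, 3 and 394 and 3, 4 and 2 in SCS-BTA18-q cells.

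Near RELB the block moved the counts within 1 Mb and within 5 Mb to 7 and 20 in SCS-BTA18-Q cells and to 4 and 14 in SCS-BTA18-q cells. The responses per heifer were also run with the mean over all probe sets of a gene and without pairing, the levels of the RT-PCR genes with quantile normalization, and both with single heifers left out. With 3 to 6 heifers of an allele the exact permutation tests can hardly pass the threshold once adjusted, so that none passed it says nothing about stability. With single heifers left out, the difference of the leukocyte migration genes ranged from 0.578 without heifer 7 to 1.75 without heifer 10 at 6 h after S. aureus, from 0.248 without heifer 7 to 1.32 without heifer 10 at 6 h after E. coli and from 0.167 without heifer 9 to 1.01 without heifer 11 at 24 h after E. coli. At 6 h after E. coli that of the chemokines ranged from 0.624 without heifer 7 to 1.83 without heifer 10 and that of the NF-kappaB genes from 0.0892 without heifer 7 to 0.965 without heifer 10. At 6 h after S. aureus these 2 ranged from 0.896 to 2.29 and from 0.484 to 1.45, without the same heifers. At 24 h after E. coli they ranged from 0.295 to 1.29 and from 0.147 to 0.832, without heifers 9 and 11. At 1 h after E. coli they ranged from 0.0688 to 0.457 and from 0.211 to 0.551, without heifers 9 and 10. Low signals limit single genes, and the alternatives that leave out dim probe sets or add 32 to each signal show what that changes.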

Differences from the paper's values

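Unless stated otherwise, the paper's counts and those here are at an adjusted p of at most 0.05 from limma, but the paper counts from RMA values after a filter on present calls. Among the tests below, those with 32 added to each signal, with the hybridization level as a covariate and with this level or quantile normalization combined with the block were chosen after the values were seen, and the other alternatives were set before the data were examined. Each comparison was run under those alternatives that apply to it, and those not named as closing a gap did not close it.

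For the change between 1 and 24 h in control cells, the paper gives 293 genes in SCS-BTA18-Q and 28 in SCS-BTA18-q cells, and here they were 20 and 4, with none of these alternatives within 1.5 times the paper's counts. After E. coli the paper gives 1010 and 1393 genes against 481 and 637 here. None of these alternatives reached the first, and heifer as a fixed block (2021) or random block (1685) came within 1.5 times the second. Chosen after the values were seen, quantile normalization with the block gave 2049 genes and the hybridization level with the block 1884 in SCS-BTA18-q cells, and how many of the paper's genes each drops was not counted, since the paper does not list them all. After S. aureus the paper gives 312 and 4 genes against 150 and 1 here. The fit of probe sets at or above the median signal (329) and the one without heifer 9 (218) came within 1.5 times the first, and the former reached the second (4).

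Against control cells at 24 h after E. coli, the paper gives 402 genes in SCS-BTA18-Q cells and 107 in SCS-BTA18-q cells, where 215 and 3 were found here. For SCS-BTA18-Q the filter on signal (286) and leaving out heifer 9 (268) came within 1.5 times, as did the hybridization level with the block (404), which was chosen after the values were seen and for which the paper's genes dropped were not counted, and none of these alternatives did for SCS-BTA18-q. After S. aureus the paper gives 5 genes in SCS-BTA18-q cells against 2 here, and the random block gave 5.

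Between 6 and 24 h after E. coli the paper shows about 390 genes in SCS-BTA18-Q and about 450 in SCS-BTA18-q cells in Fig. 2, read by eye, against 124 and 113 here, and none of these alternatives came within 1.5 times. Between 1 and 6 h it shows about 0 genes in SCS-BTA18-q cells in Fig. 2, read by eye, against 2 here. The compared arrays alone, the filter on signal and leaving out heifer 7, 8 or 11 gave 0.

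The paper finds 14 genes changed in control cells of both alleles, against 1 here and, with heifer as a block, 44 that rose and 85 that fell in both. Of genes that changed in control cells over time and also against control at 24 h, the paper shows about 13 for SCS-BTA18-Q after E. coli, about 1 for SCS-BTA18-Q after S. aureus and about 1 for SCS-BTA18-q after E. coli in Fig. 3, read by eye. Here there were 0 in each, read through the brightest probe set of a gene, and the alternative run on these overlaps (heifer as a block) did not come within 1.5 times. Of the Table 7 genes the paper marks 4 as changed in both alleles after S. aureus, by its co-expression profiles, which were not repeated here. Also without a limma test, 10 of 32 here had a span of at least 0.75 and were higher at 24 h in both. No alternative was run on that count, and called against control at 24 h by limma they were 0, also with heifer as a block.

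For single genes, log2 differences from the authors' supplementary tables are set beside those here for genes named in the paper. CD40 is 1.8 and 2.31 in the paper at 24 h after E. coli in SCS-BTA18-q and SCS-BTA18-Q cells and 1.78 after S. aureus in SCS-BTA18-Q cells, against 0.13, -0.070 and 0.040 here through its brightest probe set, with none of these alternatives within the spread. Its other probe set was at 1.57, 2.15 and 1.60. CXCL2 in SCS-BTA18-Q cells is 3.31 at 24 h and 3.08 at 6 h after E. coli in the paper, against 4.94 and 4.49 here. At 24 h the fixed block (4.70), the random block (4.76), the GAPDH ratio (4.76) and leaving out heifer 5 (4.51) or 6 (4.76) came within the spread, and at 6 h no alternative did.

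CXCL3 is 0.64 at 1 h and 2 at 24 h after E. coli in SCS-BTA18-q cells in the paper, against -0.22 and 0.78 here. At 24 h quantile normalization (0.94) and leaving out heifer 7 (1.04), 9 (0.93) or 10 (0.92) came within the spread, and at 1 h none of these alternatives did. At 24 h the paper also gives 2.74 for CXCL3 after E. coli in SCS-BTA18-Q and 1.75 after S. aureus in SCS-BTA18-q cells, against 1.63 and 0.58 here, with none of these alternatives within the spread. IKBKE at 24 h after E. coli in SCS-BTA18-Q cells is 1.72 in the paper and 2.15 here, and the GAPDH ratio (2.05) and leaving out heifer 5 (1.95) came within the spread. LTF at 24 h after S. aureus in SCS-BTA18-Q cells is 1.27 in the paper and 1.00 here, 1.07 without heifer 2, which is within the spread, and 1.41 through its other probe set. For STK38 at 24 h after E. coli in SCS-BTA18-q cells the paper has 1.02, against 0.49 here, and none of the alternatives came within the spread.

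In SCS-BTA18-q cells at 24 h after S. aureus, C1S is 0.08 and PTGS2 0.46 in the paper, against -0.067 and -0.27 here. The sign of C1S stayed negative in each of the alternatives set beforehand, and PTGS2 was at 0.59 without heifer 10.

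In control cells over 24 h, DSEL rises in the paper by 0.762 in SCS-BTA18-q and 0.656 in SCS-BTA18-Q cells, against -0.52 and -0.29 here, with the negative sign in both of its probe sets and in each of these alternatives. GEMIN4 is -0.561 and -0.31 in the paper, against -0.49 and -0.10 here. The fixed block (-0.54) and the random block (-0.52) came within the spread for the first, and quantile normalization (-0.14) and leaving out heifer 6 (-0.17) for the second. PDIA4 in SCS-BTA18-q cells is -0.709 in the paper and -0.43 here, and its 2 other probe sets were at -0.73 and 0.84. RAN and SMAD4 in SCS-BTA18-Q cells are -0.729 and 0.555 in the paper, against -0.13 and 0.063 here. For PDIA4, RAN and SMAD4 none of these alternatives came within the spread.

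Some alternatives chosen after the values were seen also came within the spread of the paper's values for single genes. For CXCL2 and IKBKE at 24 h after E. coli in SCS-BTA18-Q cells these were 32 added to each signal and the hybridization level as a covariate, the latter with and without the block. This covariate without the block gave 0.21 for C1S after S. aureus in SCS-BTA18-q cells, with the sign of the paper, and -0.15 for GEMIN4 in control SCS-BTA18-Q cells, and with the block -0.52 for GEMIN4 in control SCS-BTA18-q cells. Quantile normalization with the block gave 4.71 for CXCL2, 0.94 for CXCL3 at 24 h after E. coli in SCS-BTA18-q cells, and -0.14 and -0.55 for GEMIN4 in SCS-BTA18-Q and SCS-BTA18-q cells.

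Over all measured genes of these tables, the sign was that of the paper for 200 of 208 genes in control SCS-BTA18-Q cells (r = 0.94) and 23 of 25 in control SCS-BTA18-q cells (r = 0.82). Of these, which the paper calls, 15 and 3 were called here by limma, and 158 and 14 with heifer as a block. At 24 h after E. coli the sign was the same for 226 of 228 in SCS-BTA18-Q (r = 0.94) and 316 of 323 in SCS-BTA18-q cells (r = 0.94), and after S. aureus for 102 of 103 (r = 0.82) and 74 of 85 (r = 0.78). At 6 h it was the same for 208 (r = 0.93) and 291 (r = 0.90) after E. coli and 98 (r = 0.85) and 79 (r = 0.66) after S. aureus. At 1 h it was the same for 184 (r = 0.67) and 260 (r = 0.72) after E. coli and 82 (r = 0.68) and 73 (r = 0.77) after S. aureus. Genes are not independent replicates, so these correlations carry no test.

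The paper states that IL6 and CXCL8, with TLR2, IL1B, LTF and C3, are expressed at a higher level in SCS-BTA18-Q than in SCS-BTA18-q cells at 24 h after either pathogen. Here 4 of the 6 genes had that direction. The difference in log2 signal was -1.33 for IL6 and -1.03 for CXCL8 after E. coli (exact permutation tests, p = 0.056 and 0.19, n = 5 and 4) and -0.67 and -0.30 after S. aureus (exact permutation tests, p = 0.62 and 0.83, n = 6 and 4). LTF, C3, TLR2 and IL1B were higher in SCS-BTA18-Q cells after E. coli, by 0.58, 0.97, 0.39 and 0.46 (exact permutation tests, p = 0.056, 0.18, 0.66 and 0.47), and after S. aureus, by 0.32, 0.45, 0.94 and 0.39 (exact permutation tests, p = 0.49, 0.58, 0.36 and 0.80). As responses over control cells, IL6 and CXCL8 were larger in SCS-BTA18-Q cells, by 1.34 and 1.00 after E. coli and 2.00 and 1.74 after S. aureus (limma, adjusted p = 1.00 for each).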

Other observations

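Proteasome subunits that cut peptides for MHC class I rose after E. coli in SCS-BTA18-Q cells, which the paper does not discuss. PSMB10, PSMB9 and PSMB8 rose by 1.60 ± 0.24 (adjusted p = 1.6e-05), 1.32 ± 0.26 (adjusted p = 0.0019) and 0.90 ± 0.22 (adjusted p = 0.013) at 24 h after E. coli in SCS-BTA18-Q cells, each in 5 of 5 heifers (limma). TAPBP, which loads the peptides, rose by 0.91 ± 0.15 (adjusted p = 1.3e-04). Of the list, 4 of the 10 genes rose (8 adjusted over the list alone, 9 with heifer as a block), with a median of 0.91 (adjusted p = 3.7e-14 from camera and adjusted p = 7.1e-05 with an estimated correlation). In SCS-BTA18-q cells, 0 of the 10 genes rose (6 adjusted over the list alone, 6 with heifer as a block), with a median of 0.65 (adjusted p = 7.5e-11 from camera and adjusted p = 0.0021 with an estimated correlation). After S. aureus the median was 0.41 in SCS-BTA18-Q cells (adjusted p = 4.2e-07 from camera and adjusted p = 0.0052 with an estimated correlation) and 0.11 in SCS-BTA18-q cells (adjusted p = 0.20 from camera and adjusted p = 0.71 with an estimated correlation).

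Chaperones of the endoplasmic reticulum moved with culture and with inoculation in SCS-BTA18-Q cells. In SCS-BTA18-q cells at 24 h after S. aureus their median difference from control cells was 0.06 (adjusted p = 0.51 from camera and adjusted p = 0.91 with an estimated correlation). In control SCS-BTA18-Q cells their median difference between 24 and 1 h was -0.28 (adjusted p = 1.8e-06 from camera and adjusted p = 0.018 with an estimated correlation). Inoculated SCS-BTA18-Q cells at 24 h had higher values than control cells, with medians of 0.31 after E. coli (adjusted p = 9.0e-09 from camera and adjusted p = 8.6e-04 with an estimated correlation) and 0.20 after S. aureus (adjusted p = 2.8e-07 from camera and adjusted p = 0.0028 with an estimated correlation). After E. coli 3 of the 17 genes rose (4 adjusted over the list alone, 5 with heifer as a block): CRELD2 by 0.70 ± 0.18 (adjusted p = 0.021), PDIA3 by 0.49 ± 0.10 (adjusted p = 0.0031) and CALR by 0.48 ± 0.13 (adjusted p = 0.046). The list of cholesterol synthesis had a median of 0.28 after E. coli in these cells (adjusted p = 8.4e-07 from camera and adjusted p = 0.023 with an estimated correlation), and MSMO1, an enzyme of this path, rose by 0.39 ± 0.10 (adjusted p = 0.017).

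Genes induced by lack of oxygen had a median difference between 24 and 1 h of 1.11 in E. coli inoculated SCS-BTA18-q cells (adjusted p = 1.6e-07 from camera and adjusted p = 0.077 with an estimated correlation), and of -0.09 in SCS-BTA18-Q cells (adjusted p = 0.91 from camera and adjusted p = 0.98 with an estimated correlation). In SCS-BTA18-q cells, 4 of the 17 genes rose (9 adjusted over the list alone), among them EGLN3 by 1.89 ± 0.56 (adjusted p = 0.037), DDIT4 by 1.37 ± 0.35 (adjusted p = 0.012) and KDM3A by 1.35 ± 0.33 (adjusted p = 0.010). After S. aureus the medians were 0.61 in SCS-BTA18-q (adjusted p = 3.0e-04 from camera and adjusted p = 0.43 with an estimated correlation) and -0.05 in SCS-BTA18-Q cells (adjusted p = 0.91 from camera and adjusted p = 0.95 with an estimated correlation). These changes over time include that of culture. Against control cells at 24 h after S. aureus, the median in SCS-BTA18-q cells was 0.29 (adjusted p = 0.011 from camera and adjusted p = 0.71 with an estimated correlation). The change over time was not tested between the alleles, and their responses over control cells at 24 h after E. coli differed by a median of -0.56 (adjusted p = 0.032 from camera and adjusted p = 0.71 with an estimated correlation). Immediate early genes had a median of 0.62 in the same cells (adjusted p = 2.8e-05 from camera and adjusted p = 0.11 with an estimated correlation). At 24 h against control in SCS-BTA18-Q cells after E. coli, their median was 0.19 (adjusted p = 0.13 from camera and adjusted p = 0.58 with an estimated correlation), and JUNB rose by 1.11 ± 0.24 (adjusted p = 0.0058).

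For Toll-like receptor signaling, 2 of the 11 genes rose (2 adjusted over the list alone) at 24 h after E. coli in SCS-BTA18-Q cells, with a median of 0.04 (adjusted p = 0.085 from camera and adjusted p = 0.10 with an estimated correlation). For oxidative and metal stress, 2 of the 12 genes rose (4 adjusted over the list alone, 4 with heifer as a block), with a median of 0.12 (adjusted p = 0.016 from camera and adjusted p = 0.24 with an estimated correlation), and SOD2, the mitochondrial superoxide dismutase, rose by 2.11 ± 0.43 (adjusted p = 0.0025).

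Marker genes of cell types were read in the same comparison. The median was 0.09 for luminal epithelium (adjusted p = 0.44 from camera and adjusted p = 0.74 with an estimated correlation), 0.26 for basal and myoepithelial cells (adjusted p = 0.096 from camera and adjusted p = 0.17 with an estimated correlation) and -0.43 for milk secretion (adjusted p = 0.88 from camera and adjusted p = 0.91 with an estimated correlation). It was -0.17 for fibroblasts (adjusted p = 0.97 from camera and adjusted p = 0.99 with an estimated correlation), -0.27 for endothelium (adjusted p = 0.93 from camera and adjusted p = 0.94 with an estimated correlation) and -0.64 for adipocytes (adjusted p = 0.72 from camera and adjusted p = 0.74 with an estimated correlation). KRT8, a keratin of luminal cells, fell in S. aureus inoculated SCS-BTA18-Q cells at 24 h, with a difference of -1.11 ± 0.24 (adjusted p = 0.032).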
